# Complex Genetic Interactions between Piwi and HP1a in the Repression of Transposable Elements and Tissue-Specific Genes in the Ovarian Germline

**DOI:** 10.3390/ijms222413430

**Published:** 2021-12-14

**Authors:** Artem A. Ilyin, Anastasia D. Stolyarenko, Nikolay Zenkin, Mikhail S. Klenov

**Keywords:** HP1, Piwi, piRNA, transposable elements, germline

## Abstract

Insertions of transposable elements (TEs) in eukaryotic genomes are usually associated with repressive chromatin, which spreads to neighbouring genomic sequences. In ovaries of *Drosophila melanogaster*, the Piwi-piRNA pathway plays a key role in the transcriptional silencing of TEs considered to be exerted mostly through the establishment of H3K9me3 histone marks recruiting Heterochromatin Protein 1a (HP1a). Here, using RNA-seq, we investigated the expression of TEs and the adjacent genomic regions upon Piwi and HP1a germline knockdowns sharing a similar genetic background. We found that the depletion of Piwi and HP1a led to the derepression of only partially overlapping TE sets. Several TEs were silenced predominantly by HP1a, whereas the upregulation of some other TEs was more pronounced upon Piwi knockdown and, surprisingly, was diminished upon a Piwi/HP1a double-knockdown. We revealed that HP1a loss influenced the expression of thousands of protein-coding genes mostly not adjacent to TE insertions and, in particular, downregulated a putative transcriptional factor required for TE activation. Nevertheless, our results indicate that Piwi and HP1a cooperatively exert repressive effects on the transcription of euchromatic loci flanking the insertions of some Piwi-regulated TEs. We suggest that this mechanism controls the silencing of a small set of TE-adjacent tissue-specific genes, preventing their inappropriate expression in ovaries.

## 1. Introduction

The highly conserved Heterochromatin Protein 1a (HP1a) plays a key role in gene silencing from fission yeast to humans through the formation and maintenance of repressive chromatin (for review, see Reference [1]). HP1a binds specifically to di- and trimethylated H3K9 histones (H3K9me2 and H3K9me3) by its chromodomain [2,3], inducing chromatin compaction and transcriptional repression [4,5,6,7,8,9]. Recent findings indicate the HP1a capability to aggregate into liquid droplets, promoting the phase separation of heterochromatin [6,10]. In *Drosophila melanogaster*, HP1a, also known as Su(var)205, defines large pericentromeric and telomeric heterochromatin domains but also interacts with many sites in euchromatin, including insertions of transposable elements (TEs) and protein-coding genes [11,12,13,14,15]. 

Repressive chromatin marks are necessary for TE silencing [16,17]. Insertions of TEs in euchromatin serve as local islands of silent chromatin that can spread to the nearby genomic regions up to several tens of kilobases and thereby affect the expression of adjacent host genes [15,18,19,20]. TEs usually make up large fractions of eukaryotic genomes, for example, approximately 40% of the human genome [21]. Despite the fact that TEs occupy a smaller part of the *Drosophila melanogaster* genome, they are extremely diverse in this organism, belonging to more than 120 families constituting three main groups: LINE and LTR retrotransposons and DNA transposons (for review, see References [22,23]). Different TE families are characterised by distinct temporal and spatial patterns of expression and transposition activity, which, in turn, can determine the differences in the mechanisms aimed at their regulation [24,25,26,27,28]. TEs tend to be especially active in gonadal cells, which is required for the implementation of their biological strategy to infect the genomes of gametes and thereby transfer new TE copies to the next generation of host organisms. Hence, a strong control over TEs by cellular defence systems ensures germline genome stability. 

In *Drosophila* ovaries, the piRNA pathway is known to induce both the transcriptional and posttranscriptional silencing of TEs [29,30,31]. In the course of transcriptional repression, the nuclear protein Piwi loaded with piRNAs recognises nascent TE transcripts, which leads to the establishment of chromatin silencing at the corresponding genome loci by deposition of the H3K9me2/3 repressive marks and subsequent binding of HP1a [20,32,33,34,35,36]. Besides, Piwi-piRNA complexes can trigger repression by recruiting H1 histone [37], transcriptional repressor Mael [20,37,38,39], reducing the active chromatin mark H3K4me2 [40,41] and other mechanisms. According to current models, Piwi’s interaction with nascent RNAs initiates the formation of molecular condensates based on the SFiNX/Pandas/PICTS/PNNP complex, which recruits different chromatin factors to induce silencing of the underlying DNA locus [42,43,44,45,46,47]. In this process, HP1a acts as a downstream effector of repression induced by Piwi, while one work shows that HP1a may also be required for the biogenesis of piRNAs corresponding predominantly to telomeric TEs [48]. Generally, the role of HP1a in the repression of TEs remains not well understood, especially taking into account that, in ovarian somatic cells, HP1a targets many TEs, which are not regulated by the piRNA pathway [14,49]. Another poorly studied aspect is the contribution of epigenetic silencing of TEs to host gene regulation. Although it has been shown that TEs silenced by Piwi can affect the expression of adjacent genes by the spreading of repressive chromatin in cultured ovarian somatic cells (OSC) [20], it remains unknown how widespread such regulation is in vivo and, in particular, in germ cells.

Here, we study the genetic interactions between Piwi and HP1a in the silencing of TEs and host gene regulation in ovarian germ cells. We revealed that particular TE families responded differently to Piwi, HP1a and Piwi/HP1a double germline-specific knockdowns, suggesting various modes of TE repression in the germline. By identifying TE integration sites in the analysed *Drosophila* line, we show that the loss of HP1a leads to the elevated transcription of euchromatic sequences flanking TE insertions, including those corresponding to Piwi-sensitive TEs. We found that a small set of protein-coding genes is upregulated due to this abolishment of the repressive influence from the nearby insertions of TEs. Interestingly, under normal conditions, these target genes are characterised by extremely low expression in ovaries while being capable of achieving high transcription levels in some other tissues. This finding suggests that Piwi-guided repression of TE chromatin may be involved in the control of tissue specificity of gene expression.

## 2. Results

### 2.1. Sets of TEs Upregulated upon Germline Knockdowns of Piwi and HP1a Overlap Only Partially

To compare the effects of HP1a and Piwi on the expression of TEs, we performed *nos-GAL4*-driven germline-specific knockdowns (GKD) of Piwi and HP1a separately, as well as Piwi HP1a double-GKD. Since the localisation and number of insertions corresponding to different TE families can vary greatly between *Drosophila* lines, we took advantage of a crossing scheme in which the four analysed genotypes (hereafter, Ctrl, Piwi-GKD, HP1a-GKD and double-GKD) were obtained simultaneously as siblings from the same cross (Figure 1A). Therefore, they had similar genetic backgrounds, with the exception of one chromosome 2 and one chromosome 3 with Piwi RNAi and HP1a RNAi constructs, respectively.

Consistent with the previous reports [50,51], all the GKD females were sterile, and the HP1a-GKD individuals displayed much more severe defects of oogenesis than Piwi-GKD ones. HP1a-GKD females obtained from the cross at 25 °C had ovaries mostly devoid of germ cells, which was similar to previous findings [51]. However, we managed to achieve a less defective ovarian phenotype of HP1a-GKD ovaries by setting crosses at 18 °C. Under these conditions, most HP1a-GKD ovarioles successfully developed until oogenesis stage 7 harbouring egg chambers with the surviving germ cells, which were visualised by immunostaining for the Vasa germline marker (Figure 1B). Double-GKD ovaries were morphologically similar to HP1a-GKD ovaries. Immunostaining revealed the complete loss of Piwi and HP1a in the germ cells of the corresponding GKD ovaries (Figure 1B). Thus, the knockdowns were effective at 18 °C, whereas oogenesis at 25 °C was compromised likely due to the sensitivity of the HP1a-depleted germ cells to temperature conditions. We then performed a deep sequencing of rRNA-depleted total RNA (RNA-seq) isolated from the ovaries of Ctrl, Piwi-GKD, HP1a-GKD and double-GKD flies obtained at 18 °C. To minimise the morphological differences between these individuals, we dissected ovaries from new-born (0- to 1-day-old) females, since, at this time point, they were phenotypically most similar. In addition, we conducted whole-genome sequencing of the DNA of double-GKD flies to identify TE insertion sites in the corresponding genomes.

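RNA from ovaries of 0- to 1-day-old females grown at 18 °C was sequenced in 8 libraries, 2 replicates each of double-GKD, HP1a-GKD, Piwi-GKD and Ctrl. For each library, the authors deposited gene-level output of Salmon for 13937 genes, with the estimated read count, the TPM value and the effective length of each gene. The estimated counts are not normalized, and they are fractional where a read could come from more than 1 transcript. They summed to between 10773406 and 12802084 per library, and in the smaller of these libraries a gene with 3 counts stands at 0.278 CPM (counts per 1000000). Counting error is all that this floor covers, since reads amplified by PCR are not independent molecules. The conditions are those of the sample labels. For the single knockdowns, the genotype in the names given to the deposited tables is the opposite of the genotype in the labels, and the mRNA levels of piwi and Su(var)205 go against the labels. The groups are therefore named by their labels, as the libraries labelled Piwi-GKD and the libraries labelled HP1a-GKD, and no direction for a single knockdown is drawn without this limit. Counts were rounded and fitted in edgeR with a quasi-likelihood model over all 8 libraries, with TMM normalization and a filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method over the 9346 genes tested. Of these, 9317 were protein-coding. Across genes, which are not independent replicates, log2 CPM of the 2 replicates of a group correlated with Pearson's r of 0.978 in Ctrl, 0.970 in the libraries labelled Piwi-GKD, 0.987 in those labelled HP1a-GKD and 0.968 in double-GKD. The labels number the replicates 1 and 2, and deviations of same-numbered libraries from their group means correlated by 0.13 on average over the 6 pairs of groups, so gene counts and tests of the targets, Table 1 genes and Phf7 are also given with the replicate number as a block, and shares and families near insertions are not.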

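For the DNA of double-GKD flies, the authors deposited the list of insertion sites called by PoPoolationTE2 from 1 library, without replicates, on release 5 of the genome. Each site carries its TE family, the side of the site from which read pairs supported it, and a frequency, the fraction of read pairs at the site that support the insertion. Read pairs supported 1045 sites from both sides, 1524 from the forward side only and 1515 from the reverse side only. The median frequency was 0.872, and 1578 sites had a frequency of 1. The number of read pairs behind each frequency is unknown, so no interval is given for it.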

The analysis of the RNA-seq data showed that Piwi-GKD expectedly caused significant derepression of a large set of TEs. Surprisingly, the effect of HP1a-GKD on the TEs was more modest. Of the 125 TE families examined, 22 families displayed a more than two-fold upregulation in the Piwi-GKD, only 10 in the HP1a-GKD and 21 families in the double-GKD ovaries (Table S1). Interestingly, the sets of TEs derepressed upon the three GKD overlapped only partly (Figure 2A–E). The regulation of selected TEs was confirmed by RT-qPCR (Figure S1).

### 2.2. Piwi and HP1a Knockdowns Display Positive Epistatic Interactions for Some TEs 

We divided the TEs according to their responses to Piwi-, HP1a- and double-GKD into four groups (Figure 2A). TEs upregulated more than two-fold upon both Piwi- and HP1a-GKDs were classified as group I (marked in red in Figure 2B–D). This group included mostly LTR retrotransposons (*copia*, *mdg3*, *transpac* and others) and DNA transposon *bari1* (Figure 2E). The RNA-seq profile for a representative of this group *copia* is shown in Figure 2F. As a rule, the elements of this group did not show additional derepression upon double-GKD compared to single GKDs (Figure 2C–E). These observations point to the participation of Piwi and HP1a in a single pathway. Presumably, group I TEs are regulated by canonical piRNA silencing, in which Piwi can initiate the establishment of the H3K9me3 mark with the subsequent binding of HP1a required for transcriptional repression. It is also conceivable that the putative function of HP1a in piRNA biogenesis [48] may contribute to the lack of silencing of these TEs in HP1a- and double-GKD ovaries.

We found as many as 15 TE families, which were more than two-fold upregulated upon Piwi-GKD but not upon HP1a-GKD (group II, marked in dark yellow in Figure 2B–D). The most prominent representative of this group was the LTR element *burdock*, which was more than 20-fold derepressed in Piwi-GKD ovaries and showed no significant changes of expression upon HP1a loss (Figure 2F). Similarly, the TEs of this group, including *burdock* and *blood*, have previously been shown to be upregulated upon germline Piwi depletion [36] and not upon HP1a-GKD [48], whereas another report revealed a moderate derepression of *burdock* and *blood* in HP1a-depleted germ cells [52]. Surprisingly, upon double-GKD, most of group II TEs, albeit not all of them, were expressed at drastically lower levels than in Piwi-GKD ovaries (Figure 2C,E) (for example, see the RNA-seq profile for the *burdock* element (Figure 2F)). Thus, they demonstrated regulation that can be categorised as a positive epistatic interaction between Piwi- and HP1a-GKD. The lack of TE activation upon double-GKD appears not to be caused by a lower knockdown efficiency. According to RNA-seq, the level of *piwi* mRNA was decreased 2.26-fold and 1.94-fold upon Piwi-GKD and double-GKD relative to the Ctrl, respectively, and *HP1a (Su(var)205)* mRNA was reduced 1.84-fold and 1.96-fold upon HP1a-GKD and double-GKD, respectively (Table S2) (the remaining Piwi and HP1a mRNA can be derived from somatic cells of ovaries). 

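Salmon TPM values of piwi (FBgn0004872) were 297 ± 29.3 in Ctrl, 244 ± 21.4 in the libraries labelled Piwi-GKD, 131 ± 3.41 in those labelled HP1a-GKD and 153 ± 7.83 in double-GKD (mean ± SD, n = 2 libraries throughout). The ratio of mean TPM gave a 1.22-fold decrease in the libraries labelled Piwi-GKD, 2.26-fold in those labelled HP1a-GKD and 1.95-fold in double-GKD. TPM of Su(var)205 (FBgn0003607) was 328 ± 0.849 in Ctrl, 178 ± 16.5 in the libraries labelled Piwi-GKD, 350 ± 11.2 in those labelled HP1a-GKD and 167 ± 7.88 in double-GKD. It decreased 1.84-fold in the libraries labelled Piwi-GKD and 1.97-fold in double-GKD, and the ratio of Ctrl to the libraries labelled HP1a-GKD was 0.937. Both targets thus decreased most, among the single knockdowns, in the libraries labelled for the other one, and with those labels exchanged the decrease was 2.26-fold for piwi in Piwi-GKD and 1.84-fold for Su(var)205 in HP1a-GKD. In the edgeR fit, the log2 fold change of piwi was -0.68 (standard error 0.08, adjusted p = 0.00023) in the libraries labelled Piwi-GKD, -1.23 (0.08, adjusted p = 0.00065) in those labelled HP1a-GKD and -1.28 (0.08, adjusted p = 2.3e-05) in double-GKD. For Su(var)205 it was -1.27 (0.15, adjusted p = 0.00029) in the libraries labelled Piwi-GKD and -1.32 (0.15, adjusted p = 0.00025) in double-GKD. With the replicate block, these 5 changes passed the adjusted threshold as well. The fall of piwi differed by less than its error between double-GKD and the libraries labelled HP1a-GKD (log2 difference -0.06, standard error 0.08, adjusted p = 0.55). Folds from the fit ran higher than folds of TPM, up to 2.43 for piwi and 2.49 for Su(var)205 in double-GKD.

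**Figure D1:**
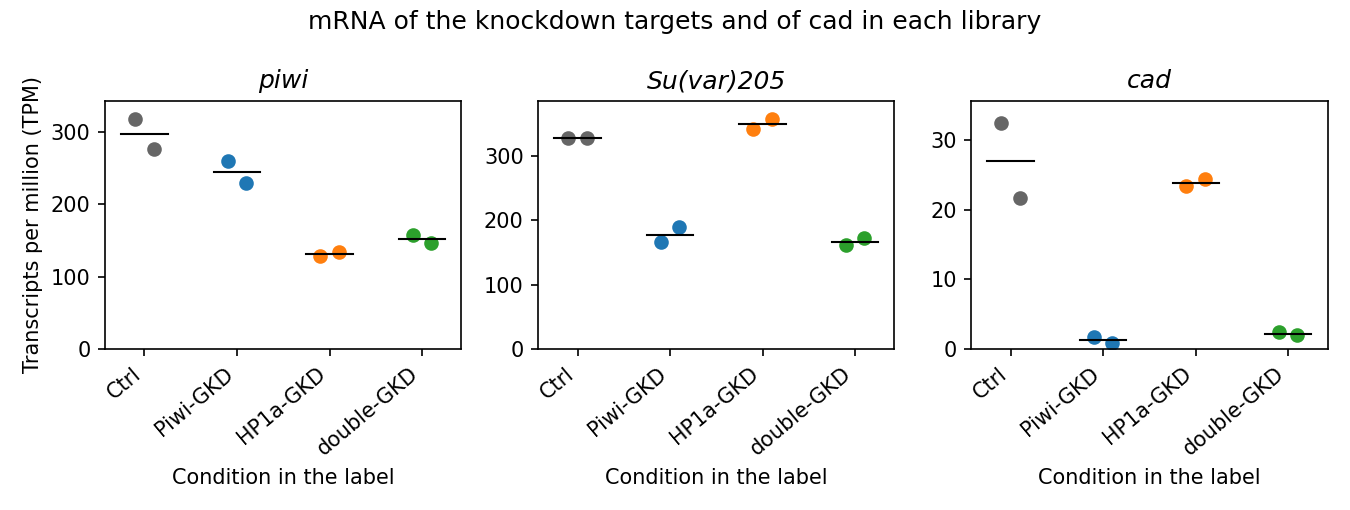
TPM of piwi, Su(var)205 and cad in each of the 8 libraries (points), grouped by the condition in the label, with the mean of each group (line). piwi is lowest in the libraries labelled HP1a-GKD, at a mean of 131 TPM, and Su(var)205 in double-GKD and in the libraries labelled Piwi-GKD, at 167 and 178 TPM, which goes against the labels of the single knockdowns.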

The observed epistasis is also unlikely to be attributed to morphological differences between Piwi-GKD and HP1a-GKD/double-GKD ovaries, since we purposefully dissected phenotypically similar ovaries for RNA-seq. Additionally, the influence of morphological discrepancies was excluded by RT-qPCR showing that the upregulation of *burdock* did not differ markedly between Piwi-GKD mature ovaries and 0- to 1-hour-old ovaries containing only germaria and egg chambers of the early stages (data not shown). 

A possible explanation of the observed epistatic interactions could be that HP1a-GKD leads to the downregulation of some transcription factor(s) required for the expression of group II TEs. Therefore, we checked the factors promoting TE transcription among genes that were significantly downregulated upon HP1a-GKD and double-GKD (Table S2). To our knowledge, the putative TE-activating factors in *Drosophila* include caudal (*cad*), dorsal/NF-κB (*dl*), Hsf, tango (*tgo*) [53], Brahma (*brm*) [39,54], PAF1 (*atms*) and RTF1 (*Rtf1*) [55]. Of note, it cannot be excluded that HP1a-GKD may also influence the expression of some uncharacterised TE activators. We revealed that HP1a-GKD and double-GKD led to a 20-fold and 12-fold downregulation of *cad*, respectively, whereas the expression of the other known factors was unchanged (Table S2). 

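TPM of cad (FBgn0000251) was 27.0 ± 7.63 (SD, n = 2) in Ctrl, 23.9 ± 0.745 in the libraries labelled HP1a-GKD and 2.23 ± 0.277 in double-GKD. The decrease of mean TPM was 1.13-fold in the libraries labelled HP1a-GKD and 12.1-fold in double-GKD, and with the labels of the single knockdowns exchanged, which is where the mRNA of both targets points, it was 20.6-fold in HP1a-GKD. In edgeR, the log2 fold change of cad was -0.21 (standard error 0.19, adjusted p = 0.79) in the libraries labelled HP1a-GKD and -3.92 (0.23, adjusted p = 2.2e-05) in double-GKD. In double-GKD, 4 of 5 germline markers fell past the adjusted threshold as well (median log2 fold change -1.80). A change in the cell types sampled could therefore contribute to the fall of cad, which was not separated from a fall within cells. Of the 6 other factors dl, Hsf, tgo, brm, atms and Rtf1, 0 passed an adjusted p of 0.05 in the libraries labelled HP1a-GKD, and 0 passed at an unadjusted p of 0.05. In double-GKD, 2 of the 6 passed, whether p was adjusted over all genes or over the 6 alone, with small changes. Hsf (FBgn0001222) had a log2 fold change of -0.57 (standard error 0.10, adjusted p = 0.0024) and tgo (FBgn0264075) of 0.56 (0.13, adjusted p = 0.0093). With the replicate block, 3 of the 6 passed in double-GKD.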

Piwi-GKD did not affect the expression of *cad* and the other factors. 

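Against 923 and 699 in Ctrl, cad had 41.0 and 24.0 estimated counts in the 2 libraries labelled Piwi-GKD, and stood at 1.31 ± 0.562 TPM (SD, n = 2) there. Its log2 fold change was -4.77 (standard error 0.24, adjusted p = 1.5e-05), and it lay between -4.79 and -4.70 over the alternatives that kept the labels and both replicates, and between -5.16 and -4.47 with 1 library left out. The target mRNAs go against the labels, and with the labels exchanged this change belongs to HP1a-GKD. In the same libraries, 4 of 5 germline markers also fell past the adjusted threshold (median log2 fold change -1.51), and 6 of 6 muscle markers rose (median 1.60). None of the alternatives separates a fall of cad within cells from a change in the cell types sampled. Of the other factors, Hsf was the 1 that passed the adjusted threshold in these libraries (log2 fold change -0.37, standard error 0.10, adjusted p = 0.016), and its adjusted p lay between 0.0046 and 0.061 over the alternatives that kept the labels, the highest with only the 4 libraries of Ctrl and this group fitted.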

Cad was shown to be associated with some LTR elements constituting group II in our analysis, including *burdock*, *blood* and *HMS-Beagle*, both by ChIP and bioinformatic predictions [53]. However, some elements belonging to other groups, such as *copia*, also contain binding sites for Cad [53]. Further studies are required to elucidate the role of Cad in TE activation.

Thus, our results suggest that HP1a can be indirectly required for the transcriptional activation of some germline-expressed TEs. This effect can substantially reduce the number of TE families that exhibit upregulation in HP1a-GKD and double-GKD ovaries. 

### 2.3. Piwi-Independent Silencing by HP1a Contributes to Regulation of TEs in Ovarian Germ Cells

Group III consists of TEs that were derepressed >two-fold only upon double-GKD but not upon Piwi-GKD or HP1a-GKD (marked in purple in Figure 2B–D) and includes LTR elements (*frogger*, *aurora*, *gypsy7* and others), as well as the LINE retrotransposon *G-element* (Figure 2E). This type of regulation implies that the repression of these TEs is redundantly controlled by Piwi and HP1a. Hypothetically, upon HP1a loss, these elements can be silenced by H3K9me3/HP1a-independent mechanisms of Piwi-mediated repression, whereas, in Piwi-GKD ovaries, they can be repressed by Piwi-independent HP1a deposition. 

Finally, we revealed three LTR TEs that showed >two-fold upregulation upon HP1a-GKD being significantly less affected by Piwi-GKD: *297*, *1731* and *412* (marked in blue in Figure 2B–D). These TEs were designated as group IV. It should be noted that insertions of *297* and *412* are highly abundant: in the euchromatin of the analysed genome, we found 51 and 46 insertions of the *297* and *412* elements, respectively (Table S3). 

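The list of insertion sites held 51 sites of 297 and 46 of 412 on the arms X, 2L, 2R, 3L and 3R of release 5. Read pairs supported 17 of the 297 sites and 25 of the 412 sites from both sides. A frequency of at least 0.5 was reached by 40 sites of 297 and 36 of 412. The library has no replicate, so the spread of these counts between libraries is not known.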

Interestingly, the highest transcription levels of the *297* and *412* TEs were previously observed in somatic tissues [24,56,57]. The *297* element was shown to be especially active in embryos where it is regulated by Piwi-induced H3K9me3 deposition [24]. Insertions of *297* are also associated with H3K9me3 in ovaries, albeit to a lesser extent compared to embryos [24]. These data suggest that these TEs can be targeted by piRNAs produced specifically in somatic tissues, where they are capable of the strongest transcription. Nevertheless, by normalising RNA-seq to DNA-seq RPMs for different TE families, we found that, in the control (non-GKD) ovaries, the group IV elements were expressed more actively than most elements corresponding to other groups (Table S4). Thus, even if normally transcripts of group IV TEs originate mostly from somatic ovarian cells, their two-fold upregulation upon HP1a-GKD indicates an important role of HP1a in their regulation in germ cells. 

Of note, we did not find a correlation between belonging to a particular group and the number of insertions of a given TE or the ratio of euchromatic insertions against the total number of genomic insertions (data not shown). Moreover, the propensity of a TE family for a particular type of regulation can likely be influenced by the genetic background. For instance, a drastic upregulation of *HeT-A* and other telomeric TEs detected upon HP1a-GKD in Reference [48] was not observed in our analysis, while some TEs (for example, *copia* and *mdg3*) were similarly upregulated. This may be due to differences in the compositions of telomeric chromosome regions between the studied *Drosophila* lines.

Altogether, our results suggest that, along with Piwi-mediated HP1a deposition, some other mechanisms of HP1a-based repression of TEs can operate in the ovarian germline. 

### 2.4. Effects of Piwi and HP1a on Transcription of Euchromatic Loci Flanking TE Insertions 

TE sequences can affect the nearby host genes due to the spreading of repressive chromatin up to 20 kb from the insertions [15,18,19,20,37]. Since the piRNA pathway induces chromatin-based transcriptional silencing of TEs, it can also influence the transcription of genes in the vicinity of TE insertions as was shown in ovarian somatic cells (OSC) [20], whereas only a few examples of such regulation have been described in germ cells [58]. We therefore examined how the studied germline knockdowns affected the transcription of genomic regions adjacent to euchromatic TE insertions. 

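The deposited list held 4084 TE insertion sites, with 2474 on the arms X, 2L, 2R, 3L and 3R and 1610 on the remaining sequences of release 5. By arm there were 559 sites on 2L, 598 on 2R, 527 on 3L, 374 on 3R and 416 on X. INE-1 had the most sites on the 5 arms, 278, followed by roo with 204, 1360 with 178 and jockey with 102. Restricted to sites that read pairs supported from both sides, 715 sites remained on the 5 arms, and at a frequency of at least 0.5 there were 1998.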

Using PoPoolationTE2 software [59], we identified 4084 TE insertion sites in the analysed genome, 2474 of which were located in euchromatin (Table S3). We then visualised the levels of transcripts (log_2_ RPM) derived from +/− 3-kb genomic regions flanking individual TE copies in euchromatin as heat maps centred at TE insertion sites (Figure 3, middle panels) and as metaplots representing the average RNA-seq signal distribution in the flanking regions around all the insertions of a particular TE family (Figure 3, bottom panels). The flanking regions of many TEs displayed elevated RPM levels that can reflect both the extension of TE-derived transcription or increased expression of genes adjacent to insertions. Different insertions of the same TE exerted highly heterogenous effects, and for many insertions, the flanking regions were not upregulated (Figure 3, middle panels). This heterogeneity may be determined by the presence of active nearby genes and possibly by the chromatin context. We found that the transcriptional spreading from insertions on the whole reflects but does not completely recapitulate the effects on TEs themselves (compare the upper panels with TE profiles with the middle and bottom panels in Figure 3). For example, *copia* belonging to group I TEs was similarly activated upon all the three knockdowns (Figure 3A, upper panel), and accordingly, the transcription of genomic regions adjacent to some *copia* insertions was affected by all GKDs. However, increased spreading from several other *copia* insertions was observed only upon HP1a- and double-GKD but not upon Piwi-GKD (Figure 3A, middle panel). The mean changes of RPM on *copia*-adjacent sequences were statistically significant only for HP1a-GKD and double-GKD (Mann–Whitney test, *p* = 0.015 and *p* = 0.0037, respectively) (Figure 3A, bottom panel). Compared to *copia*, insertions of *mdg3*, another member of group I, showed a stronger effect upon Piwi-GKD, in accordance with the regulation of this TE (Figure S2). The epistatic effects typical for the group II elements can be seen for some *HMS-Beagle* insertions (Figure 3B, middle panel, red arrows). Surprisingly, the flanking regions of several other group II TEs were also upregulated upon HP1a-GKD and double-GKD (for example, some insertions of *3S18* and *burdock*), despite the pronounced Piwi/HP1a epistasis in the regulation of these TEs (Figure S2). These observations suggest that the loss of HP1a can abolish the spreading of repressive chromatin from a TE insertion, even if not accompanied by an increase in TE transcription.

Among the group III TEs, the element most widely represented in euchromatin was *aurora* (12 insertions). 

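All 12 sites of aurora on the 5 arms had a frequency of at least 0.5. Read pairs supported 3 of them from both sides.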

Consistent with the regulation of this TE (Figure 3C, upper panel), the transcription of the flanking regions for seven *aurora* insertions was higher upon double-GKD than upon single knockdowns (Figure 3C, middle panel). Accordingly, the averaged effect of upregulation at the flanking regions over all *aurora* insertions was significant only for double-GKD (Mann–Whitney test, *p* = 0.039) (Figure 3C, bottom panel). Piwi-independent regulation, characteristic for group IV TEs, can be exemplified by insertions of the *412* element, whereas the transcriptional spreading upon Piwi-GKD was also observed for several *412* insertions (Figure 3D). 

To compare the spreading effects for different TEs, we calculated total changes in the level of transcripts from genomic regions flanking (+/− 3 kb) all insertions of each TE family (sum of RPM in GKD relative to the control ovaries) (Figure 4). To minimise the influence of gene expression, which may be changed due to indirect knockdown effects, we selected the top 50 most abundant TEs in the euchromatin of the analysed genome. 

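On the 5 arms, insertion sites belonged to 118 TE families. Ranked by the number of sites, the family in place 50 had 12 sites, and 52 families had at least that many, since several share this number. Families that the paper names in this range include mdg3 with 36 sites, transpac with 33, copia with 26, blood with 25, burdock with 23, juan with 16, and HMS-Beagle and 3S18 with 14 each, beside 297, 412 and aurora.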

For each of these TEs, at least 12 insertions were found. Although the mean RPM changes of the flanking regions were not significant upon Piwi-GKD, which is apparently due to the fact that only a small fraction of insertions affect transcription in the nearby genome, the results in Figure 4A imply that Piwi exerts a repressive effect on the genomic regions near Piwi-regulated TEs. In Piwi-GKD ovaries, the transcription of adjacent genomic sequences for nine out of 11 TEs corresponding to groups I and II displayed a slight increase relative to the Ctrl (Figure 4A), which was not observed for many TEs that were not activated upon the knockdowns (black dots in Figure 4A). The regions flanking most TEs of groups I and II, with a notable exception of *HMS-Beagle*, were also upregulated upon HP1a-GKD, suggesting the cooperative role of Piwi and HP1a in the spreading of repressive chromatin from TE insertions (Figure 4A–C). Notably, HP1a-GKD affected the transcriptional spreading of some Piwi-regulated TEs stronger than Piwi-GKD (*p*-values < 0.05 for the mean changes of RPM upon HP1a-GKD are denoted by triangles in Figure 4). Interestingly, the averaged RNA-seq signal around the insertions of all the TE families was increased significantly only in the HP1a-GKD and double-GKD ovaries (Mann–Whitney test, *p* = 0.00037 and *p* = 0.0014, respectively) but not upon Piwi loss (*p* = 0.97) (Figure S3). 

Collectively, these results suggest that both Piwi and HP1a are required for the repression of genomic regions adjacent to TE insertions in germ cells, while HP1a can play a more substantial role in this process.

### 2.5. Contribution of Piwi and HP1a-Mediated Repression of Transposons to the Regulation of Protein-Coding Genes in the Germline

We investigated the extent to which Piwi and HP1a-dependent chromatin spreading from TEs can affect the expression of host genes. 

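In the edgeR fit, the libraries labelled Piwi-GKD had 2732 protein-coding genes up and 2720 down against Ctrl at an adjusted p under 0.05, and 5912 genes at an unadjusted p under 0.05. The labels were kept for these counts, while piwi and Su(var)205 mRNA go against them. Exchanging the labels of the single knockdowns moved the counts for Piwi-GKD most, to 82 up and 46 down. With the replicate block (mean correlation of same-numbered libraries 0.13), 2935 genes were up and 2964 down in the libraries labelled Piwi-GKD. DESeq2 on the same genes gave 2468 up and 2603 down. The largest changes were lower bounds against a group without counts. CG30503 (FBgn0050503) was at least 103-fold higher in the libraries labelled Piwi-GKD than in Ctrl, Gem4c (FBgn0052783) at least 59.9-fold and CG42726 (FBgn0261679) at least 51.3-fold. At the other end, cup (FBgn0000392) was at least 389-fold lower, FBgn0259719 at least 127-fold and CG33932 (FBgn0066303) at least 90.2-fold. CG30503, CG42726, cup and CG33932 share their start and end with another gene in the Release 6 gene table, so Salmon can assign the same reads to either gene and these changes are uncertain. FBgn0259719, whose span is not known, is uncertain too, with 0 and 137 counts in the libraries labelled HP1a-GKD and an adjusted p of 0.048, and so is Gem4c, whose adjusted p was 0.072 on counts rebuilt from TPM, a setting chosen after seeing the data.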

DESeq2 analysis revealed that 103 protein-coding genes were significantly upregulated and 67 downregulated upon Piwi-GKD (Figure 5A and Tables S2 and S5). 

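The libraries labelled HP1a-GKD differed from Ctrl in 82 protein-coding genes up and 46 down at an adjusted p under 0.05, and in 1055 genes at an unadjusted p under 0.05. DESeq2 in place of edgeR gave 135 up and 97 down, and the replicate block gave 119 up and 73 down. Exchanging the labels of the single knockdowns, as the mRNA of the targets has them, gives HP1a-GKD the far larger counts of the libraries labelled Piwi-GKD. Of the genes up in the libraries labelled HP1a-GKD, 51 were also up in those labelled Piwi-GKD and 10 were down there, with both changes taken against the same Ctrl libraries. Among the genes at the upper end, CG42726 was at least 64.2-fold higher than in Ctrl, CG18636 (FBgn0032551) at least 9-fold and CG15253 (FBgn0028948) at least 8.83-fold. CG42727 (FBgn0261680) was at least 66.5-fold lower, Ada1-1 (FBgn0051865) at least 18.9-fold and CG31086 (FBgn0051086) at least 6.78-fold. The change of CG31086 is uncertain, since it had 11.8 and 28.9 counts in the 2 Ctrl libraries. Its adjusted p reached 0.10 over the alternatives that kept the labels. CG42726 and CG42727 have the same start and end, and their summed counts changed by a log2 of -0.08 (standard error 0.15, adjusted p = 0.90), so neither change can be told from reads moved between the pair.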

HP1a-GKD affected the expression of a large number of genes: 2184 were upregulated and 2174 downregulated according to the adjusted DESeq2 *p*-values (Figure 5B and Tables S2 and S5). Among them, the expression of 1760 and 488 genes showed a >two-fold increase and decrease, respectively. 

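Among the genes past the threshold, 57 rose and 30 fell more than 2-fold by mean TPM in the libraries labelled HP1a-GKD, and 2207 rose and 522 fell in those labelled Piwi-GKD, which stand for HP1a-GKD once the labels are exchanged. Increases made up 80.9% of these 2207 and 522 genes. Taken from edgeR's log2 fold changes, 1736 genes rose and 898 fell more than 2-fold there, and increases made up 65.9%. TPM is not scaled between libraries: over all tested protein-coding genes, the log2 ratio of mean TPM exceeded edgeR's log2 fold change by a median of 0.40 in the libraries labelled Piwi-GKD, 0.05 in those labelled HP1a-GKD and 0.32 in double-GKD. With 1 library left out at a time and no test, the libraries labelled HP1a-GKD had 259 to 410 protein-coding genes over 2-fold higher in TPM.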

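Double-GKD had 2618 protein-coding genes up and 2621 down against Ctrl, and the replicate block gave 2863 and 2890. More than 2-fold by mean TPM, 2010 rose and 542 fell, with increases at 78.8%. By edgeR's log2 fold change, 1615 rose and 880 fell, with increases at 64.7%. Double-GKD shared 2320 increased and 2359 decreased genes with the libraries labelled Piwi-GKD, and 66 increased and 33 decreased genes with those labelled HP1a-GKD. Across the tested protein-coding genes, which are not independent replicates, Pearson's r of log2 fold changes with double-GKD was 0.815 for the libraries labelled Piwi-GKD and 0.510 for those labelled HP1a-GKD. Both changes in a pair are taken against the same 2 Ctrl libraries, which by itself raises r and the shared counts. No value of r without a common response was computed, so r is not read as a measure of agreement. Compared directly, double-GKD was higher than the libraries labelled HP1a-GKD in 2359 genes and lower in 2389, and it was higher than the libraries labelled Piwi-GKD in 39 genes and lower in 58. With the replicate block these were 2615 and 2744, and 68 and 94. The mRNA of both targets goes against the labels of the single knockdowns. The largest changes in double-GKD were bounds against 0 counts. fab1 (FBgn0028741) was at least 197-fold higher than in Ctrl, tal-2A (FBgn0259731) at least 83.5-fold and sloth2 (FBgn0259204) at least 68.3-fold. The bound of fab1 holds for the mean of 1108 and 75.9 counts in replicates 1 and 2 of double-GKD, and replicate 2 alone gives a much lower bound. With 1 library left out, the log2 fold change of fab1 ranged from 9.11 to 13.2. Rpp20 (FBgn0066304) was at least 118-fold lower, LSm-4 (FBgn0067622) at least 104-fold and His3:CG33830 (FBgn0053830) at least 90.0-fold. All of these except His3:CG33830, itself 1 of many histone gene copies, share their start and end with another gene, and reads can move between such genes. Over the alternatives that kept the labels, the adjusted p reached 0.086 for tal-2A and 0.0504 for His3:CG33830.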

Double-GKD influenced gene expression similarly to HP1a-GKD (Figure 5C and Tables S2 and S5). These results are in accord with the previously observed huge changes in gene expression due to the loss of HP1a both in the ovarian germline [50] and in other *Drosophila* tissues and cultured cells [14,60,61,62]. 

We divided the protein-coding genes into euchromatic and heterochromatic, the latter genes localised in constitutive heterochromatin at pericentromeric regions of the chromosomes. According to the DESeq2 adjusted p-values, among the 245 heterochromatic genes with detectable expression in the analysed transcriptomes, 58 genes were significantly upregulated, and 50 genes were downregulated in HP1a-GKD ovaries. However, among the genes that showed >two-fold change in expression, 47 were upregulated and only seven were downregulated (Table S5). 

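Of the 78 genes of chromosome 4 in the deposited tables, 74 were tested. There were 0 of them up and 0 down in the libraries labelled HP1a-GKD at an adjusted p under 0.05, and 6 passed an unadjusted p of 0.05. Adjusted over the 74 genes alone, 0 passed as well. With the labels of the single knockdowns exchanged, which is the direction of the target mRNAs, 40 genes were up and 9 down in HP1a-GKD, 30 of them more than 2-fold up by mean TPM and 0 more than 2-fold down, with 10 lower at an unadjusted p under 0.05. In double-GKD, 29 genes were up and 15 down, and 19 rose more than 2-fold. Increased genes made up 39.2% of chromosome 4 in double-GKD against 28.0% of the other chromosomes (odds ratio 1.66, two-sided Fisher's exact test p = 0.0377, adjusted over 3 comparisons 0.0565).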

Consistent with previous reports [60,63], the loss of HP1a also caused a strong upregulation of genes localised in the predominantly heterochromatic small chromosome 4: 26 of the 73 genes were activated, and none were downregulated more than two-fold (Table S5). Piwi-GKD affected the expression of only eight heterochromatic genes and did not influence the genes of chromosome 4 at all (Table S5).

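Of the 74 genes, 49 passed the adjusted threshold in the libraries labelled Piwi-GKD, and 50 did when p was adjusted over these genes alone. Increased genes made up 54.1% of chromosome 4 against 29.1% of the other chromosomes (odds ratio 2.86, two-sided Fisher's exact test p = 8.5e-06, adjusted over 3 comparisons 2.5e-05). The median log2 fold change was 0.51 on chromosome 4. The replicate block gave 45 genes up and 13 down, and fitting only the 4 libraries of this group and Ctrl gave 35 and 5. These libraries are named by their label, which the mRNA of piwi and Su(var)205 goes against.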

Next, we evaluated whether the differentially expressed euchromatic genes are located close to insertions of TEs. 

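Release 5 coordinates could be read from the paper's Tables S2 and S8 for 2013 genes, and distances from gene bodies to insertion sites on the 5 arms were computed for those that were tested, so the shares hold for listed genes and not for the genome. Within 10 kb of an insertion lay 117 of 403 genes that rose more than 2-fold in the libraries labelled Piwi-GKD (29.0%) and 20 of 116 that fell (17.2%), against 26.8% of unchanged genes. For double-GKD these shares were 29.3% of 389 increased and 16.1% of 118 decreased genes. In the libraries labelled HP1a-GKD, 13 of 18 increased genes and 1 of 5 decreased genes lay within 10 kb, and the 18 include 10 of the genes that the paper lists in Table 1 for lying near insertions. Increased and unchanged genes did not differ at this distance in the libraries labelled Piwi-GKD (odds ratio 1.12, two-sided Fisher's exact test p = 0.44, adjusted over 6 comparisons 0.44) or in double-GKD (1.18, p = 0.26, adjusted 0.31). Increased genes lay near insertions more often than decreased genes in the libraries labelled Piwi-GKD (odds ratio 1.96, two-sided Fisher's exact test p = 0.0119, adjusted over 6 comparisons 0.0142) and in double-GKD (2.16, p = 0.00406, adjusted 0.00811), but from the transcription start site neither passed 0.05 (p = 0.132 and 0.327, the same exact test). The target mRNAs go against the labels of the single knockdowns, and exchanging these labels exchanges the shares of the first and the third group.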

We found that most upregulated and downregulated euchromatic genes upon all the three knockdowns, and especially upon HP1a-GKD and double-GKD, are not adjacent to TEs at least at a distance of up to 10 kb (Figure 5D and Table S5). These results indicate that the observed changes in gene expression upon HP1a loss are mostly not associated with the regulation of TEs. The molecular mechanisms by which HP1a and other components of heterochromatin can affect many euchromatic genes independently of TEs are discussed in a number of works [14,50,51,58,64] but generally remain unclear (see Section 3). Nevertheless, we suppose that a minority of genes can be upregulated due to the abolishment of repressive chromatin spreading from TE insertions. This is supported by the fact that the proportion of genes residing near TE insertions is noticeably higher for the upregulated genes than for the downregulated ones and genes with unchanged expression (Figure 5D and Table S5). This effect was observed upon all three knockdowns but was most pronounced for Piwi-GKD.

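Within 3 kb of an insertion lay 20.3% of the genes that rose more than 2-fold in the libraries labelled Piwi-GKD, 5.17% of those that fell and 14.2% of unchanged genes. The odds ratio of increased against unchanged genes was 1.54 (two-sided Fisher's exact test p = 0.0105, adjusted over 6 comparisons 0.0158), and against decreased genes 4.68 (p = 3.8e-05, adjusted 0.00011). In double-GKD, the shares were 20.8%, 5.08% and 14.0%, with an odds ratio of 1.62 against unchanged genes (two-sided Fisher's exact test p = 0.00385, adjusted 0.0077) and 4.91 against decreased genes (p = 2.1e-05, adjusted 0.00011). Measured from the transcription start site, increased and unchanged genes no longer differed in the libraries labelled Piwi-GKD (odds ratio 0.902) or in double-GKD (1.06). With only sites supported from both sides, the odds ratios were 1.20 and 1.32. From the higher proportion of genes near TE insertions among upregulated genes, the paper proposes that a minority of genes is upregulated because repressive chromatin no longer spreads from the insertions.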

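Of 18 genes that rose more than 2-fold in the libraries labelled HP1a-GKD, which stand for Piwi-GKD when the labels are exchanged as the target mRNAs have them, 13 (72.2%) lay within 3 kb of an insertion, against 13.1% of 1782 unchanged genes. The odds ratio was 17.2 (two-sided Fisher's exact test p = 2.1e-08, adjusted over 6 comparisons 1.2e-07), and 8.03 within 10 kb (p = 3.0e-05, adjusted 9.1e-05). Without the Table 1 genes, an alternative chosen after seeing the data because the paper picked these genes for their insertions, 3 of 8 increased genes lay within 3 kb (odds ratio 4.00, two-sided Fisher's exact test p = 0.076). The same step left an odds ratio of 1.39 (two-sided Fisher's exact test p = 0.0644) in the libraries labelled Piwi-GKD and 1.38 (p = 0.0648) in double-GKD. Whether the odds ratios differ between the knockdowns was not tested.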

We then investigated the influence of individual TE families on gene expression upon the tested knockdowns. We considered only TE families with euchromatic insertions adjacent to at least 10 genes at distances up to 3 or 10 kb. For 15 and 41 TE families, we detected a significant elevation of expression of 0–3- or 0–10-kb adjacent genes upon HP1a-GKD, respectively (*p* < 0.05, Mann–Whitney test for expression increase upon knockdown compared to the control) (Table S). In the case of Piwi-GKD, there were fewer such TE families (8 and 16 for distances up to 3 or 10 kb, respectively), and the genes were upregulated weaker than upon HP1a-GKD and double-GKD (Figure 5E and Table S6). However, the expression of genes adjacent (0–10 kb) to Piwi-sensitive TEs, including *burdock*, *3S18*, *juan*, *HMS-Beagle*, *jockey* and *transpac*, was significantly affected upon both Piwi- and HP1a-GKD (Table S6), confirming the cooperative role of Piwi and HP1a in repressive spreading from TE insertions. 

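Among the genes with release 5 coordinates, 40 lay within 10 kb of jockey, 12 of juan, 11 of burdock and 10 of transpac, while 3S18 and HMS-Beagle had 3 and 6 and were not tested. The median log2 ratio of mean TPM (pseudocount 0.1) in the libraries labelled Piwi-GKD was 1.12 near juan, 0.90 near burdock, 0.76 near jockey and 0.63 near transpac, against a median of 0.39 over all tested protein-coding genes. For the libraries labelled HP1a-GKD it was 0.14 near burdock and juan, 0.13 near jockey and 0.08 near transpac, against 0.05 over all genes. These groups are named by their labels, which the target mRNAs go against. Each median was compared with 10000 random gene sets of the same size and matched on mean TPM (one-sided), in 15 comparisons over 5 families and 3 groups. The smallest p was 0.0514, for jockey in the libraries labelled Piwi-GKD (permutation test, adjusted over 15 comparisons 0.223).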

To check whether the activation of these genes is indeed attributed to their proximity to TE insertions, we took the same number of random genes in the genome as the number residing nearby each TE family and calculated the *p*-value for their upregulation, repeating this action for 10,000 random gene subsets. The resulting *p*-value in this test was the number of times random genes showed more significant upregulation than the actual gene set divided by 10,000 (Table S7). This test showed that the observed effects of activation of the genes adjacent to most TE families upon HP1a-GKD may not be associated with TE insertions (*p*-value > 0.05). However, the probability of upregulation of the genes adjacent to insertions of the *copia* element at a distance up to 3 kb was significantly higher than random upon both HP1a-GKD and double-GKD (*p*-value < 0.05) (Table S7). 

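For genes within 10 kb of burdock and juan in the libraries labelled Piwi-GKD, the permutation test against matched random gene sets gave p = 0.169 (n = 11 genes) and p = 0.0633 (n = 12 genes), and both were above 0.05 after adjustment over 15 comparisons (0.322 and 0.223). Without matching on mean TPM, the permutation p fell to 0.047 and 0.0111. With the labels of the single knockdowns exchanged, as the target mRNAs have them, the matched permutation test for Piwi-GKD gave 0.215 for burdock and 0.237 for juan.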

The effects of Piwi-GKD for genes residing at a distance of up to 10 kb from TE insertions appeared to be non-random for three Piwi-regulated TEs belonging to group II: *burdock*, *3S18* and *juan* (Table S7). Surprisingly, Piwi-GKD also non-randomly affected the genes residing close to the insertions of the *412* elements, despite the transcript level of this TE belonging to group IV increasing by only 12% upon Piwi-GKD (Table S1), and only a few of its insertions displayed elevated transcriptional spreading upon Piwi loss (Figure 3D). Thus, the upregulation of a number of genes upon Piwi-GKD undoubtedly takes place due to the presence of adjacent TE insertions. 

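Near 412, 15 genes with coordinates lay within 10 kb. Their median log2 ratio was 0.34 in the libraries labelled Piwi-GKD (permutation test against matched random sets p = 0.591, adjusted over 15 comparisons 0.591) and 0.16 in those labelled HP1a-GKD (permutation p = 0.0709, adjusted 0.223). A pseudocount of 1 in place of 0.1 brought the second to a permutation p of 0.0343, and unmatched sets to 0.0428. With the labels exchanged, as the target mRNAs have them, the libraries labelled HP1a-GKD are the ones that stand for Piwi-GKD.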

The fact that we failed to find this dependence for HP1a is likely caused by the global influence of HP1a loss on low expressed genes, which does not allow us to statistically reveal the effect of HP1a on genes near the insertions. However, the strong effects of HP1a-GKD on transcriptional spreading from TEs (Figure 3 and Figure 4) and the higher proportion of upregulated genes among TE-adjacent genes (Figure 5D) suggest that HP1a is involved in gene repression mediated by TE insertions.

### 2.6. Piwi/HP1a-Dependent Silencing of TEs Is Implicated in Tissue-Specific Gene Repression

The observed modest changes in the gene transcript levels upon Piwi-GKD imply that Piwi-dependent gene regulation is unlikely to be widespread in the germline (Figure 5D and Table S5). We found only 14 euchromatic genes that reside near TE insertions at distances up to 10kb and are upregulated >two-fold upon separate knockdowns of both Piwi and HP1a (Table 1 and Table S8). These genes can be influenced by TEs via Piwi-induced chromatin silencing. 

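Of the 14 genes of Table 1, 13 were tested, since CG43391 (FBgn0263248) had at most 6 estimated counts in any library. In the libraries labelled Piwi-GKD, 11 of the 13 passed the adjusted threshold over all genes, in those labelled HP1a-GKD 10, and in double-GKD 13, and the replicate block gave the same 3 numbers. Adjusted over the list alone, 13 passed in each group, but the list is the paper's own choice from these data and this shows no stability. CG7296 (FBgn0032283, 2L, 10686391 to 10686988 of release 5), with a 412 site 841 bp away, stood at 45.2 ± 3.63 TPM (SD, n = 2) in the libraries labelled HP1a-GKD and 2.09 ± 0.155 TPM in those labelled Piwi-GKD, against 0.646 ± 0.0600 TPM in Ctrl, which rests on 3 counts in each library. Cyp12a4 (FBgn0038681, 3R), with sites of 412, Bari1 and springer at 442, 871 and 2358 bp, had a log2 fold change of 3.10 (standard error 0.15, adjusted p = 0.00015) in the libraries labelled HP1a-GKD and 2.64 (0.14, adjusted p = 1.6e-05) in those labelled Piwi-GKD. CG9766 (FBgn0037229, 3R), which contains a Burdock site of frequency 1, had 5.28 (0.37, adjusted p = 0.0011) and 2.31 (0.39, adjusted p = 0.0018). CG34430 and CG9616 had 0 counts in Ctrl, and CG34430 had 2 counts in each library labelled Piwi-GKD, so no fold is given for it there. All 5 were higher than Ctrl under both labels, which the target mRNAs go against, but CG7296 (adjusted p = 0.077) and CG34430 (adjusted p = 0.051) did not pass in the libraries labelled Piwi-GKD, nor CG9616 (adjusted p = 0.12) in those labelled HP1a-GKD. These 3 calls depend on the setting. Over the alternatives that kept the labels, the adjusted p ranged from 0.021 to 0.15 for CG7296, from 0.037 to 0.11 for CG34430 and from 0.0095 to 0.27 for CG9616. Because these genes rise upon the separate loss of either protein and lie near TE insertions, the paper proposes that TEs can influence them through Piwi-induced chromatin silencing.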

The insertions were located in both introns of these genes and adjacent intergenic regions (Table 1) and, in half of the cases, corresponded to TEs for which we found non-random effects on gene expression (Table S7). Interestingly, according to modENCODE_mRNA-Seq_tissues [65], most of these genes (12 out of 14) are characterised by the high or very high expression in different organs, for example, head, accessory gland, fat body, digestive system, testes, etc. (Table 1). However, these genes are almost not transcribed in ovarian cells: 12 genes display extremely low/no expression, and two exhibit low expression levels in ovaries [65]. Consistent with these data, our RNA-seq analysis showed that more than half of these 14 genes were expressed at levels less than 1 TPM (transcript per million) in the control ovaries. 

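In Ctrl, 8 of the 14 Table 1 genes had a mean under 1 TPM. CG43391, CG34430 and CG9616 were listed at 0 TPM in both Ctrl libraries, where 1 read stands at 0.0813 and 0.0781 CPM. This CPM takes no account of gene length, so it is no floor in TPM. For CG43391, 0.9 counts stood at 10.3 TPM in replicate 2 of the libraries labelled Piwi-GKD. Its 0 in Ctrl therefore cannot show that it was under 1 TPM, although it is counted among the 8. For CG9616, 4 counts stood at 0.993 TPM in replicate 1 of the libraries labelled HP1a-GKD. CG17549, CG32814, CG9380, TfIIA-S-2, CG3348 and Cyp12a4 were above 1 TPM. Under 1 TPM remained 1 of the 14 in the libraries labelled Piwi-GKD and 0 in the other groups.

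**Figure D2:**
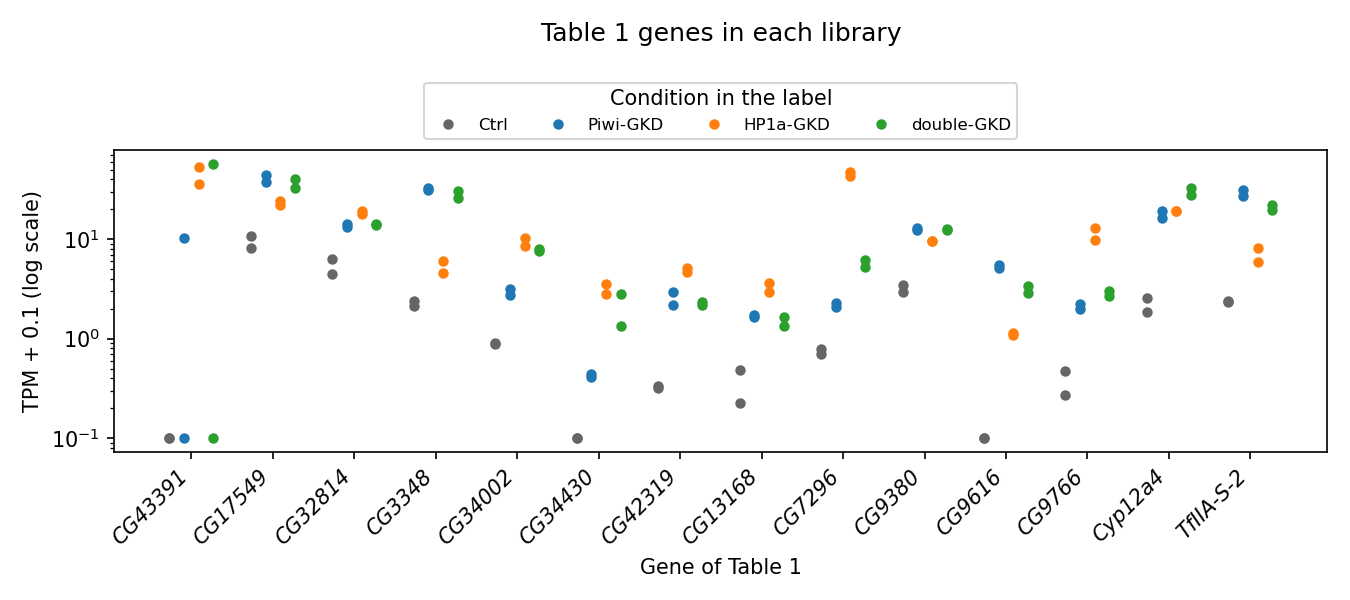
TPM of the 14 genes of Table 1 in each of the 8 libraries (points, 2 per group, colours by the condition in the label), plotted on a log scale after adding 0.1. The Ctrl points lie lowest for each gene, apart from CG43391, where 1 library labelled Piwi-GKD and 1 of double-GKD are also at 0 TPM. A listed Ctrl mean under 1 TPM is found for 8 of the genes, among them CG43391, whose counts are too few to show it.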

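Over the 14 genes of Table 1, with CG43391 taken at 0, the median of mean TPM in Ctrl was 0.717, and 0.742 and 0.692 in its 2 libraries. Over the 9317 tested protein-coding genes it was 18.0 TPM, and over the 10952 protein-coding genes with a TPM above 0 in every group 13.0 TPM.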

Their median expression was 0.7 TPM, while the median expression of all genes was 12.5 TPM. 

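The median TPM of the Table 1 genes was 5.19 in the libraries labelled Piwi-GKD (3.94 and 7.86 in the single libraries), 9.34 in those labelled HP1a-GKD (8.93 and 9.55) and 10.0 in double-GKD (6.50 and 9.86). Both libraries labelled HP1a-GKD lie above both labelled Piwi-GKD, and no test was run on 2 libraries against 2. Which median belongs to Piwi-GKD depends on the labels, which the mRNA of both targets goes against. Over all tested protein-coding genes, the median was 23.9 TPM in the libraries labelled Piwi-GKD, 18.7 in those labelled HP1a-GKD and 22.4 in double-GKD. Over genes with a TPM above 0 in every group it was 18.1, 13.7 and 17.1.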

In Piwi-GKD ovaries, the median expression of this gene subset increased to 9.3 TPM (with a median expression of all the genes of 13.2 TPM); upon HP1a-GKD, it increased to 5.2 TPM (the median for all genes was 17.6 TPM) and, upon double-GKD, to 10.0 TPM (the median for all genes was 16.5 TPM). Thus, upon the knockdowns, most of these genes moved from extremely low to moderate expression. 

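CG17549 (FBgn0032774) lies on 2L from 19387050 to 19390070 of release 5, and the copia site at 19388406 inside it had a frequency of 0.7 and forward support only. Its TPM was 9.31 ± 1.85 (SD, n = 2) in Ctrl, 41.0 ± 4.77 in the libraries labelled Piwi-GKD, 22.9 ± 1.46 in those labelled HP1a-GKD and 36.4 ± 5.35 in double-GKD. The log2 fold change was 1.74 (standard error 0.14, adjusted p = 6.2e-05) in the libraries labelled Piwi-GKD, 1.24 (0.14, adjusted p = 0.010) in those labelled HP1a-GKD and 1.64 (0.14, adjusted p = 8.3e-05) in double-GKD. It rises under either assignment of the labels, which the target mRNAs go against.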

A screenshot of the genome browser in Figure 6A exemplifies the regulation of the CG17549 gene containing an intronic insertion of *copia*. CG17549 is known to be highly expressed in several structures, including the foregut, accessory gland and nervous system, but has a dramatic drop in expression level in ovaries [66]. 

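CG13168 (FBgn0033705) lies on 2R from 8141497 to 8143197 of release 5, with a 3S18 site 761 bp away (frequency 0.451, reverse support only) and a pogo site 6964 bp away. Its TPM was 0.253 ± 0.181 (SD, n = 2) in Ctrl, 1.59 ± 0.0502 in the libraries labelled Piwi-GKD, 3.20 ± 0.513 in those labelled HP1a-GKD and 1.40 ± 0.215 in double-GKD. In Ctrl these values rest on 2 and 7 counts. The log2 fold change was 2.17 (standard error 0.48, adjusted p = 0.0061) in the libraries labelled Piwi-GKD and 3.53 (0.46, adjusted p = 0.017) in those labelled HP1a-GKD, groups named by labels that the target mRNAs go against.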

Another example is CG13168, which is likely inactivated by repression spreading from the *3S18* element inserted into the intergenic region (Figure 6B). This gene is highly transcribed in imaginal disks, testes and fat body [65]. 

Thus, Piwi-dependent HP1a deposition may regulate the expression of some genes in the germline by the spreading of the repressive influence from TE insertions. Most of these genes are characterised by extremely low transcription in ovaries but show a high level of transcription in other organs, which, at least partially, can be explained by the fact that repression by germline-specific piRNAs is lost in other tissues. These results suggest that Piwi-mediated spreading of repressive chromatin can prevent ectopic transcription of inappropriate genes in ovaries.

## 3. Discussion

Substantial parts of eukaryotic genomes are composed of TE sequences, which are considered as one of the main drivers of evolution due to their ability to induce changes in DNA and to alter the expression of nearby genes [15,16,18,20,67]. In this work, we assess the contribution of epigenetic TE regulation through the Piwi-piRNA pathway and the main heterochromatin protein HP1a to the overall picture of gene regulation in the *Drosophila* germline. 

By evaluating the effects of Piwi and HP1a double or separate knockdowns in similar genetic backgrounds, we revealed that certain TE families tend to be predominantly Piwi- or HP1a-regulated (Figure 2). In the course of piRNA-induced chromatin silencing, Piwi is known to recruit the SFiNX/Pandas/PICTS/PNNP complex, which then deposits H3K9me3/HP1a marks at target loci [44,45,46,47]. In addition, Piwi-silenced TEs in the germline are associated with protein complexes, which prevent normal mRNA synthesis and instead license noncanonical transcription, producing piRNA precursors [38,68,69,70]. Although some TEs in our analysis behaved consistently with the participation of Piwi and HP1a in a single pathway (group I, see the model in Figure S4), a subset of Piwi-dependent TEs was much more weakly activated upon HP1a loss and, more surprisingly, upon Piwi/HP1a double-GKD (group II, Figure 2C). Since HP1a-GKD induces changes in the expression of many protein-coding genes, we hypothesised that it could downregulate some TE-activating transcription factors and suggested Cad as a candidate for this role (Figure S4). Thus, it is possible that the repression of group II TEs occurs via the same Piwi-induced HP1a deposition mechanism, but downregulation of the transcription factors prevents the activation of the canonical transcription of these TEs upon the loss of HP1a. This hypothesis may explain why we and other studies [48,52] detected a rather modest upregulation of TEs upon germline depletion of HP1a. Interestingly, the genomic regions and genes adjacent to some insertions of group II TEs displayed elevated transcription in the HP1a-GKD ovaries (Figure 4 and Figure S2 and Table S6). This may be due to the fact that the loss of HP1a abolishes the spreading of repressive chromatin from TE insertions to nearby genes, even if the TEs themselves are not upregulated (Figure S4).

Previously, many TEs, which are not susceptible to Piwi-mediated silencing, have been found to be enriched with HP1a and derepressed upon its depletion in the somatic cells of ovaries [14,49]. Our results indicate that piRNA-independent targeting of TEs by HP1a can also operate in ovarian germ cells given that some TEs are upregulated upon HP1a- or double-GKD but not upon Piwi loss (Figure S4). Interestingly, the H3K9me3 marks deposited at the *roo* element by the piRNA pathway in *Drosophila* embryos have been shown to not be epigenetically inherited during the subsequent cell divisions, making unlikely the possibility that the repressive chromatin state can be established by Piwi, and then is maintained by HP1a in a Piwi-independent manner [24]. To our knowledge, apart from piRNAs, no other molecular mechanisms by which euchromatic TE insertions in *Drosophila* can be recognised and repressed at the chromatin level have been described so far. The role of the endo-siRNA pathway cannot be ruled out, although the analysis of wild type *Drosophila* strains did not reveal significant associations between the epigenetic effects of TEs and targeting by endo-siRNAs in contrast to piRNAs [15]. In addition, it is tempting to speculate that the recruitment of H3K9me3/HP1a at some TEs can be promoted by DNA-binding proteins capable of recognising specific DNA motifs by analogy with mammalian KRAB-Zinc finger repressors (reviewed in Reference [71]).

Huge alterations of the gene expression have been observed due to the disruption of various heterochromatin components [14,50,58,60,61,62]. Here, we showed that most gene expression changes upon HP1a loss in the germline were not coupled with TEs. HP1a is thought to be implicated in the regulation of euchromatic genes by the stabilisation of their mRNAs [11,51]. Another possibility is that HP1a can be bound to the H3K9me3 marks deposited at euchromatic sites in a TE-independent manner [58]. However, we previously found that most genes changing expression due to HP1a loss in somatic ovarian cells are not directly targeted by HP1a [14]. It is also conceivable that gene regulatory networks can be disrupted upon HP1a loss as a result of the dysregulation of key transcription factors, which, however, leaves open the question of how HP1a regulates these factors themselves. For example, the inappropriate activation of a substantial number of testis-specific genes in ovaries upon the germline knockdown of Egg/SetDB1 (H3K9me3 histone methyltransferase) is a consequence of the ectopic expression of the PHF7 transcriptional regulator [50]. However, we did not observe the upregulation of phf7 upon HP1a-GKD (Table S2).

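TPM of Phf7 (FBgn0031091) was 12.9 ± 1.63 (SD, n = 2) in Ctrl and 14.1 ± 1.43 in the libraries labelled HP1a-GKD, a log2 fold change of 0.02 (standard error 0.15, adjusted p = 0.98). In the libraries labelled Piwi-GKD, which stand for HP1a-GKD when the labels are exchanged as the target mRNAs have them, the log2 fold change was -0.38 (0.16, adjusted p = 0.072), and with an offset for effective gene lengths -0.47 (adjusted p = 0.020), with adjusted p from 0.020 to 0.14 over the alternatives that kept the labels. In double-GKD Phf7 fell by 0.78 on the log2 scale (standard error 0.16, adjusted p = 0.0043, and 0.0052 with the replicate block).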

TEs are known to serve as seeding points for H3K9me2/3 and HP1a deposition in euchromatin [14,15,19,20]. More than half of euchromatic TE insertions have been shown to spread repressive chromatin marks, and at least in some cases, this spreading can influence the expression of adjacent genes [15,18]. In cultured ovarian somatic cells, the Piwi-piRNA pathway regulates several dozens of protein-coding genes by inducing euchromatic H3K9me3 islands at TE sequences [20]. Here, we showed that separate or simultaneous germline knockdowns of Piwi and HP1a increased the transcription levels of genomic sequences flanking insertions corresponding mainly to the Piwi-repressed TEs (Figure 4). We found that a small set of protein-coding genes containing TE insertions within introns or residing near TEs are significantly upregulated upon Piwi-GKD, as well as upon HP1a-GKD. These genes can be silenced by the repressive chromatin deposited through Piwi around the TE insertions. However, it also cannot be ruled out that enhanced TE transcription caused by the loss of Piwi or HP1a can spread to these genes, inducing their abnormal upregulation. Interestingly, these target genes are characterised by high levels of tissue-specific expression but are mostly not transcribed in ovaries (Table 1). Thus, it is plausible that piRNA-dependent spreading of the repressive chromatin state from TE insertions can serve as a mechanism that blocks the transcription of inappropriate genes in ovarian cells. This silencing can be abolished in most other tissues, because they lack Piwi-piRNA complexes or at least those of them that recognise TEs expressed in the ovarian germ cells. Loss of the repressive influence of the piRNA pathway along with the presence of tissue-specific transcription factors can permit the expression of these genes. Further research may elucidate whether this regulation is biologically relevant. In particular, it remains unclear to what extent the ectopic expression of these genes may be deleterious to ovarian germ cells. Nevertheless, this hypothetical phenomenon is interesting from an evolutionary point of view. The piRNA-silencing pathway that operates predominantly in gonadal cells due to the tendency of TEs to transpose in the precursors of gametes may be adapted to play the role of a gonad-specific repressor of host genes.

## 4. Materials and Methods

### 4.1. Fly Stocks

*Drosophila melanogaster* stocks were maintained on the medium containing semolina, sugar, raisins, yeast and agar supplemented with nipagin, propionic acid, streptomycin and benzylpenicillin. The following UAS-RNAi lines received from the Vienna Drosophila Resource Center (VDRC, Vienna, Austria) were used: UAS-Piwi-RNAi (#101658 VDRC) and UAS-HP1a-RNAi (#31994 VDRC). To produce the analysed individuals, females of the previously obtained line with the genotype *UAS-Piwi-RNAi/CyO; UAS-HP1a-RNAi/TM3,Sb1 Ser1* were crossed with males of the *nos-GAL4* stock *P{UAS-Dcr-2.D}1*, *w^1118^*, *P{GAL4-nos.NGT}40* (#25751 Bloomington Drosophila Stock Center, Bloomington, IN, USA), providing germline-specific GAL4 expression under the control of the *nanos* (*nos*) gene promoter together with Dcr2. Crosses were performed at 18 °C, since maintaining them at 25 °C resulted in an almost complete loss of the germ cells in HP1KD and double-KD ovaries. All analysed females (Ctrl, Piwi-GKD, HP1a-GKD and double-GKD) were obtained simultaneously from the same cross.

### 4.2. Immunostaining

Immunostaining of ovaries was performed as previously described [72]. As primary antibodies, rabbit anti-HP1a polyclonal antibodies (PRB-291C, Covance, USA, 1:500), rat anti-Vasa monoclonal antibodies (1:150, DSHB Hybridoma Bank, Iowa City, IA, USA) and mouse monoclonal anti-Piwi antibodies P3G11 (1:500, a gift from M. Siomi [73]) were used. As secondary antibodies, Alexa Fluor 633-conjugated goat anti-rabbit (1:500, Invitrogen, USA), Alexa Fluor 546–conjugated goat anti-rat (1:500, Invitrogen, USA) and anti-mouse IgG Alexa Fluor 488 (1:500, Invitrogen, USA) antibodies were used. Confocal microscopy was performed using the LSM 510 META system (Zeiss, Germany).

### 4.3. RT-qPCR

Total RNA was isolated from manually dissected ovaries using Trizol reagent (Invitrogen, USA) and cleared of genomic DNA by the DNA-free kit (Ambion, USA). One microgram of total RNA was used in the reverse transcription reaction with random hexamer primers by Superscript II reverse transcriptase (Invitrogen, USA). cDNA was analysed on the DT96 real-time DNA amplifier (DNA-Technology, Russia) using SYTO™ 13 Green Fluorescent Nucleic Acid Stain (Thermo Fisher Scientific, USA). The RT-qPCR values were normalised to those of the rp49 mRNA. The following primers were used for PCR: mdg3_s1 GACCGTTCAAAAGTATCTCC and mdg3_as1 TCCTGACAACTAGATCTCCC:; Burdock_fw CGGTAAAATCGCTTCATGGT and Burdock_rw ACGTTGCATTTCCCTGTTTC; Frogger s2 CACCACGAAGACGAAGCAGCA and Frogger as2 TTGACCAGCTCGCCGGTCTT; 1731_fw AGCAAACGTCTGTTGGAAGG and 1731_rv CGACAGCAAAACAACACTGC and Rp49_up ATGACCATCCGCCCAGCATAC and Rp49_rev2 GCTTAGCATATCGATCCGACTGG.

### 4.4. Sequencing and Bioinformatics Analysis of Drosophila Genome

To detect TE insertion sites in the line with germline knockdowns of HP1a and Piwi, we sequenced the genome of double-GKD females with the genotype *P{w[+mC]=UAS-Dcr-2.D}1, w [1118]/+; UAS-Piwi-RNAi(#101658 VDRC)/P{w[+mC]=GAL4-nos.NGT}40; UAS-HP1a-RNAi(#31994, VDRC)/+*. The identified TE insertions sites in this genome were then used for a transcriptomic analysis of the four studied genotypes (Ctrl, Piwi-GKD, HP1a-GKD and double-GKD). 

To perform whole-genome sequencing, genomic DNA was isolated from 25 whole female flies according to the standard procedure [74]. The paired-end library of the fragmented genomic DNA was prepared according to the Illumina standard protocol and sequenced on the Illumina HiSeq 4000 platform on the basis of the Genomics Core Facility of Skolkovo Institute of Science and Technology (Moscow, Russia). Sequencing data were deposited to NCBI Gene Expression Omnibus (GEO) under the accession number GSE186867. In total, ~8.5 million of 101-nt paired-end reads were obtained. The insertion sites of TEs were identified by aligning the reads with the consensus sequences of TEs (http://www.fruitfly.org/p_disrupt/TE.html, accessed on 13 December 2021) and the annotated TE insertion sites in the FlyBase (r.5.57) reference genome using the pipeline PoPoolationTE2 [59]. Overall, 4084 TE insertion sites, 2474 of which are located in euchromatin, were identified (Table S3). 

### 4.5. RNA-seq Procedure and Bioinformatics

For RNA isolation, approximately 20–50 ovaries from 0- to 1-day-old Ctrl, Piwi-GKD, HP1a-GKD and double-GKD females were manually dissected in cold PBS. RNA was isolated using Trizol reagent (Invitrogen, USA), yielding over 2 µg for each genotype, in two biological replicates. rRNA was depleted using the Illumina Ribo-Zero rRNA Removal Kit (Epicentre, Madison, WI, USA). The cDNA library was prepared with random primers, and single-end deep sequencing was carried out on the Illumina HiSeq 2000 in the Laboratory of Evolutionary Genomics, Faculty of Bioengineering and Bioinformatics, Lomonosov Moscow State University (Moscow, Russia). 15.1–18.5 million reads (after leaving out the rRNA reads) were obtained per library. The 50-nt reads were aligned to dm3/R5 genome and transcriptome assembly via STAR [75], counted for the genes of the BDGP5.78 annotation and converted to transcripts per million (TPM) values using Salmon [76] or mapped to TE consensus sequences using HISAT2 [77]. Differential expression was performed by the DESeq2 [78] package for R with the cut-off parameters *p* < 0.05 and, in some cases, TPM fold change >2. Heterochromatic genes were defined as genes residing on chromosomes 4, U, U extra, chr2RHet, chr2LHet, chr3RHet, chr3LHet and chrXHet, as well as residing in heterochromatin on chromosome arms 2R, 2L, 3R, 3L and X, according to the cytological borders of heterochromatin listed in Reference [79]. RNA-seq data were deposited in NCBI GEO under the accession number GSE186867.

### 4.6. Data Visualisation

We visualised the transcript levels (log2 RPM) derived from the +/− 3-kb genomic regions flanking individual TE copies as heat maps centred at the TE insertion sites. For this, we used the genomation package for R [80]. For each of the treatments, we replaced the zeroes with the minimal RPM value found across all the genotypes to be able to use logarithmic transformation.

To prepare the metaplots centred at the TE insertions, normalised RPM values around the TE insertions were obtained as follows. The genome was split into 500-nt bins, RPM values for the control and three knockdowns in the bin containing the insertion (central bin), as well as 6 adjacent bins in each direction, were taken and lined up according to the insertion orientation (+ or − strand). In order to compare transcription activation with the control, we normalised all the values onto the RPM value in the central bin in the control. If that value was below 1, we added 1 to every RPM value to avoid giving too much credit to TEs with low RPM values around them. Then, all the resulting values were averaged for every TE family or for all the TE insertions.

Boxplots with ratios of log2 TPM values of genes residing either in the neighbouring 3 kb or 10 kb of a TE insertion in knockdowns relative to the control were plotted for each TE family that had at least 10 genes in the vicinity of its insertions.

For visualisation of the sequencing tracks, the IGV genome browser was used.

### 4.7. Statistical Analysis

The Mann–Whitney (M–W) *U* test was used either for comparisons of two sample distributions or for comparing the median of distributions with zero. The RPM on the TE-adjacent sequences were averaged over all the insertions and compared between the knockdowns and control. For the analysis of the upregulation of genes adjacent to the TEs, we used one-tailed M–W tests for the log2 ratios of the TPM values upon knockdowns to the control compared with zero as the median. To assess whether the activation of genes residing near TE insertions is indeed attributed to such localisation, we used the permutation (non-random) test. First, we calculated the *p*-value of the activation of genes that were near TEs via the M–W *U* test of their ratio of log2 TPM values in the knockdowns to log2 TPM values in the control for each TE family. Then, we took the same number of random genes and assessed their activation in a similar manner 10,000 times. The resulting *p*-value was the number of times the *p*-value of random gene activation was less than the *p*-value of actual gene activation divided by 10,000.

## Figures and Tables

**Figure 1:**
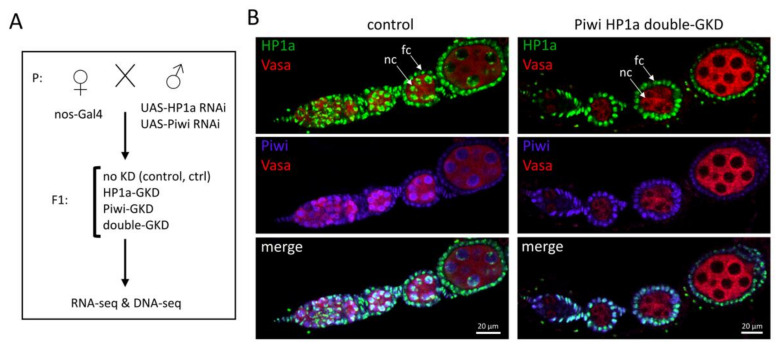
Generation of Piwi and HP1a separate and double-germline knockdowns. (**A**) Experimental design of the study. Control (no KD) flies and individuals with *nos-GAL4*-driven germline knockdowns (GKD) of Piwi and HP1a and the Piwi/HP1a double-GKD were obtained simultaneously from the same cross. (**B**) Control and double-GKD ovarioles immunostained for HP1a (green), Piwi (purple) and germ cell marker Vasa (red). Examples of germline nurse cells and somatic follicle cells are indicated as “nc” and “fc”, respectively.

**Figure 2:**
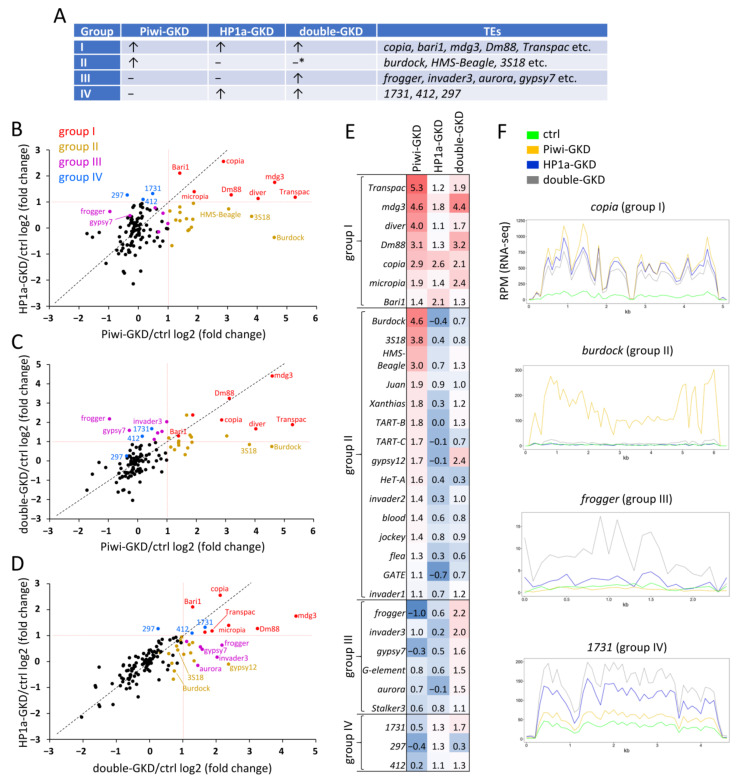
Germline knockdowns of Piwi and HP1a lead to the derepression of only partially overlapping TE sets. (**A**) Examples of TEs belonging to different groups according to their responses to Piwi-, HP1a- and double-GKD. Upregulation is indicated by arrows. * Several TEs of group II are upregulated upon double-GKD. (**B**) Scatterplot displaying fold upregulation (log2) upon Piwi-GKD relative to the Ctrl for TEs (*n* = 123) versus fold upregulation (log2) upon HP1a-GKD. The TEs of group I are marked in red, group II in dark yellow, group III in purple and group IV in blue. (**C**) The same for Piwi-GKD versus double-GKD. (**D**) The same for double-GKD versus HP1a-GKD. (**E**) Heatmap showing log2-fold upregulation upon Piwi-GKD, HP1a-GKD and double-GKD relative to the Ctrl for TEs belonging to different groups. Upregulation over 2-fold is shown in white and red and less than 2-fold (log2 = 1) is shown in blue. (**F**) Density profiles of the RNA-seq signal in 100-bp windows on *copia* (group I), *burdock* (group II), *frogger* (group III) and *1731* (group IV) TEs showing an approximately even distribution of reads along the full-sized TE body not emanating from any single TE fragment. Green, yellow, blue and grey lines indicate reads per million (RPM) levels in the control, Piwi-GKD, HP1a-GKD and double-GKD, respectively.

**Figure 3:**
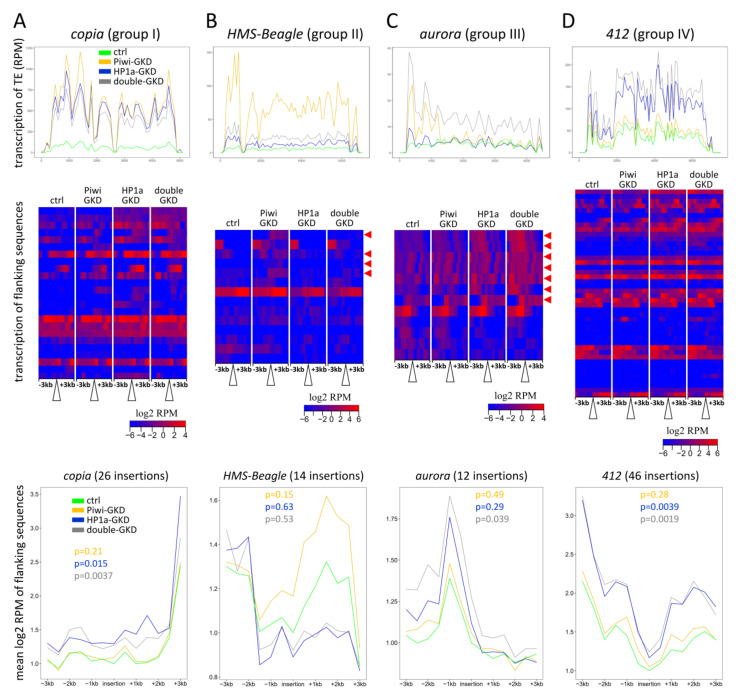
Effects of Piwi and HP1a germline knockdowns on the transcription of genomic loci flanking the insertions of (**A**) *copia*, (**B**) *HMS-Beagle*, (**C**) *aurora* and (**D**) *412* TEs. Upper panels: density profiles of RNA-seq RPM on the TEs in 100-bp windows. Green, yellow, blue and grey lines indicate transcript levels in the control, Piwi-GKD, HP1a-GKD and double-GKD, respectively. Middle panels: heat maps centred at the TE insertion sites showing the transcript levels (log2 RPM) of +/− 3-kb genomic regions flanking the insertions of *copia*, *HMS-Beagle*, *aurora* and *412* in 300-bp windows. Red arrowheads mark *HMS-Beagle* insertions with the most pronounced epistatic upregulation upon Piwi-GKD and *aurora* insertions with the most pronounced upregulation upon double-GKD. Bottom panels: metaplots representing the average RNA-seq signal distribution (log2 RPM) in the flanking regions around all insertions of *copia*, *HMS-Beagle*, *aurora* and *412*. All the values are normalised to the RPM value in the central bin in the control. Green lines indicate the levels in the control, and yellow, blue and grey lines indicate the levels in Piwi-GKD, HP1a-GKD and double-GKD, respectively. The Mann–Whitney *U* test was used for comparison of the average RNA-seq signal in the flanking regions upon Piwi-GKD (yellow), HP1a-GKD (blue) and double-GKD (grey) versus the control.

**Figure 4:**
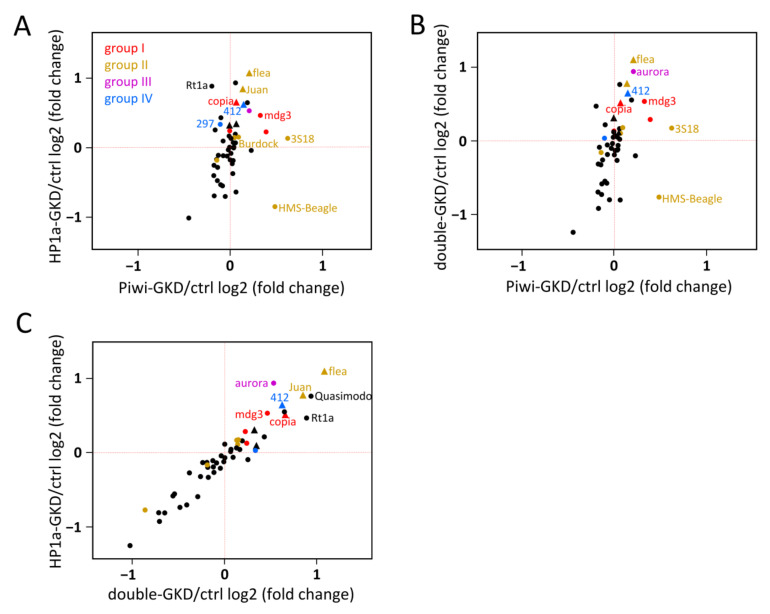
Summarised changes of the transcript levels in genomic loci flanking insertions of different TEs upon Piwi and HP1a germline depletion. (**A**) Scatterplot showing the fold change of the total RNA-seq signals derived from genomic regions flanking (+/− 3 kb) all insertions of each TE family (log2 sum of RPM) upon Piwi-GKD relative to the control versus the fold change upon HP1a-GKD. The top 50 most abundant TEs in euchromatin of the analysed genome are shown. The TEs of group I are marked in red, group II in dark yellow, group III in purple and group IV in blue. *p*-values <0.05 for the mean RPM changes of the flanking regions upon HP1a-GKD are denoted by triangles. (**B**) The same for Piwi-GKD versus Piwi/HP1a double-GKD. (**C**) The same for double-GKD versus HP1a-GKD.

**Figure 5:**
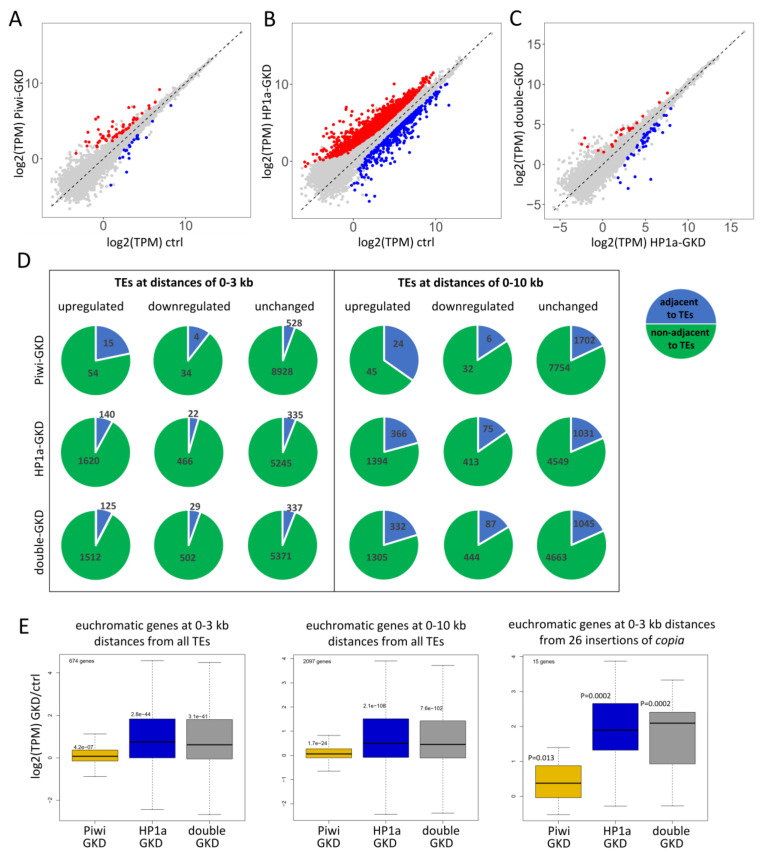
Contribution of Piwi and HP1a to the regulation of protein-coding genes in the germline. (**A**,**B**) Scatterplots showing transcript levels (log2 TPM) of genes upon Piwi-GKD (**A**) and HP1a-GKD (**B**) versus the control. Significantly up- and downregulated genes are indicated by red and blue dots, respectively. (**C**) Scatterplot showing the expression of genes in HP1a-GKD versus Piwi/HP1a double-GKD ovaries. (**D**) Number of euchromatic genes that were >2-fold upregulated, downregulated or did not change expression upon Piwi-, HP1a- and double-GKD. Blue sectors show the number of genes adjacent to TE insertions at distances up to 3 kb or 10 kb, and green sectors show the number of genes nonadjacent to TE insertions. (**E**) Boxplots indicating fold changes (log2) in the RNA-seq TPM values upon Piwi-, HP1a- and double-GKD for euchromatic genes adjacent to the insertions of all TEs at distances up to 3 kb or 10 kb and for euchromatic genes adjacent to insertions of the *copia* element at a distance of up to 3 kb. In the boxplots, the median is represented by a thick horizontal line, the upper and lower hinges are the 75th and 25th percentiles, respectively, and the whiskers indicate the highest and lowest values. *p*-values were calculated according to the Mann–Whitney U test.

**Figure 6:**
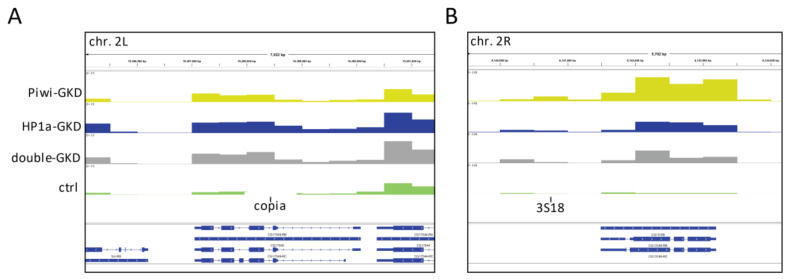
Examples of genes silenced in the germline through Piwi/HP1a-dependent spreading from TE insertions. Screenshots of the genome browser showing RNA-seq signal distribution in 500-bp windows for the CG17549 (**A**) and CG13168 (**B**) genes and neighbouring genomic regions. Insertion sites of *copia* and *3S18* TEs are indicated. Green, yellow, blue and grey tracks show transcript profiles in the Ctrl, Piwi-GKD, HP1a-GKD and double-GKD, respectively.

**Table 1:** List of genes adjacent to TE insertions (up to 10kb) and upregulated >2-fold upon Piwi and HP1a GKD.

Gene Name	Transcript Level (TPM)				Adjacent TE (0–10 kb)	TE Location	Maximum Expression (According to flybase.org)
	Ctrl	Piwi-GKD	HP1a-GKD	Double-GKD			
CG43391	0	44.43	5.13	28.72	*juan*, *jockey*	intergenic region	embryo 22–24 h, head
CG17549	9.31	22.86	40.98	36.45	*copia*	intron	accessory gland
CG32814	5.35	18.56	13.69	13.94	*baggins*, *FB*, *Rt1c*	intron	ovary
CG3348	2.14	5.18	31.93	27.83	*jockey*	intron of neighbouring gene	digestive system
CG34002	0.79	9.29	2.86	7.66	*invader4*	intron, intergenic region	accessory gland
CG34430	0	3.06	0.33	2.00	*mdg3*	intergenic region	N/A
CG42319	0.23	4.80	2.47	2.16	*copia*	intergenic region	carcass, 1-day adult
CG13168	0.25	3.20	1.59	1.40	*3S18*	intergenic region	testis
CG7296	0.65	45.17	2.09	5.63	*412*	intergenic region	carcass, larvae L3
CG9380	3.10	9.40	12.57	12.36	*1360*	intron	digestive system
CG9616	0	1.01	5.25	3.05	*jockey*, *idefix*	intergenic region	fat body, larvae L3
CG9766	0.27	11.29	2.01	2.74	*burdock*	intron	testis
Cyp12a4	2.11	18.93	17.59	30.32	*412*, *bari1*	intergenic region	digestive system
TfIIA-S-2	2.28	6.97	29.04	20.79	*transib4*	intergenic region	testis

## Data Availability

RNA-seq and DNA-seq data were deposited in NCBI GEO under accession number GSE186867.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222413430/s1.

# Supplementary material for: Complex Genetic Interactions between Piwi and HP1a in the Repression of Transposable Elements and Tissue-Specific Genes in the Ovarian Germline
**Source:** Int J Mol Sci. 2021 Dec 14;22(24):13430. doi: 10.3390/ijms222413430
**Supplement:** Supplementary file 1

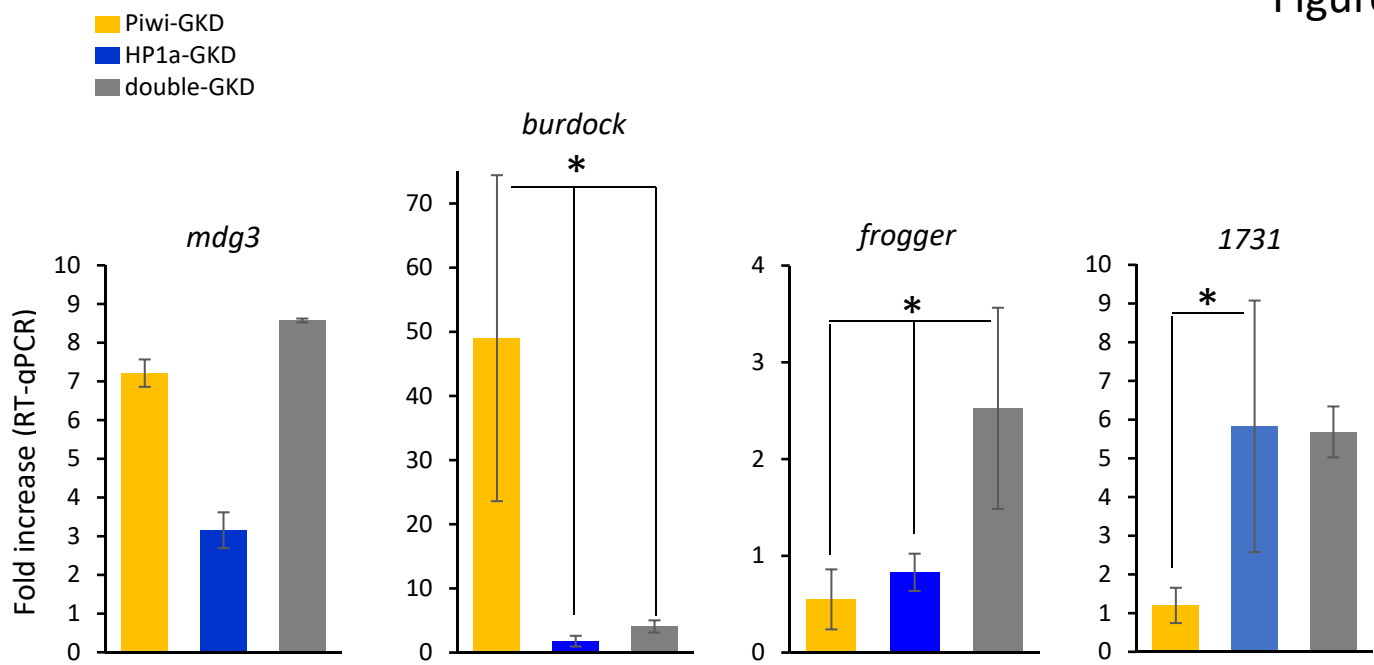

**Figure S1.** RT-qPCR results showing fold increase of *mdg3*, *burdock*, *frogger*, and *1731* transcript levels upon Piwi-GKD (yellow bars). HP1a-GKD (blue bars) and double-GKD (grey bars) relative to control sisters and normalized to rp49 mRNA. Mean  $\pm$  s.d. are indicated (Student's t-test; \* $p < 0.05$ ).

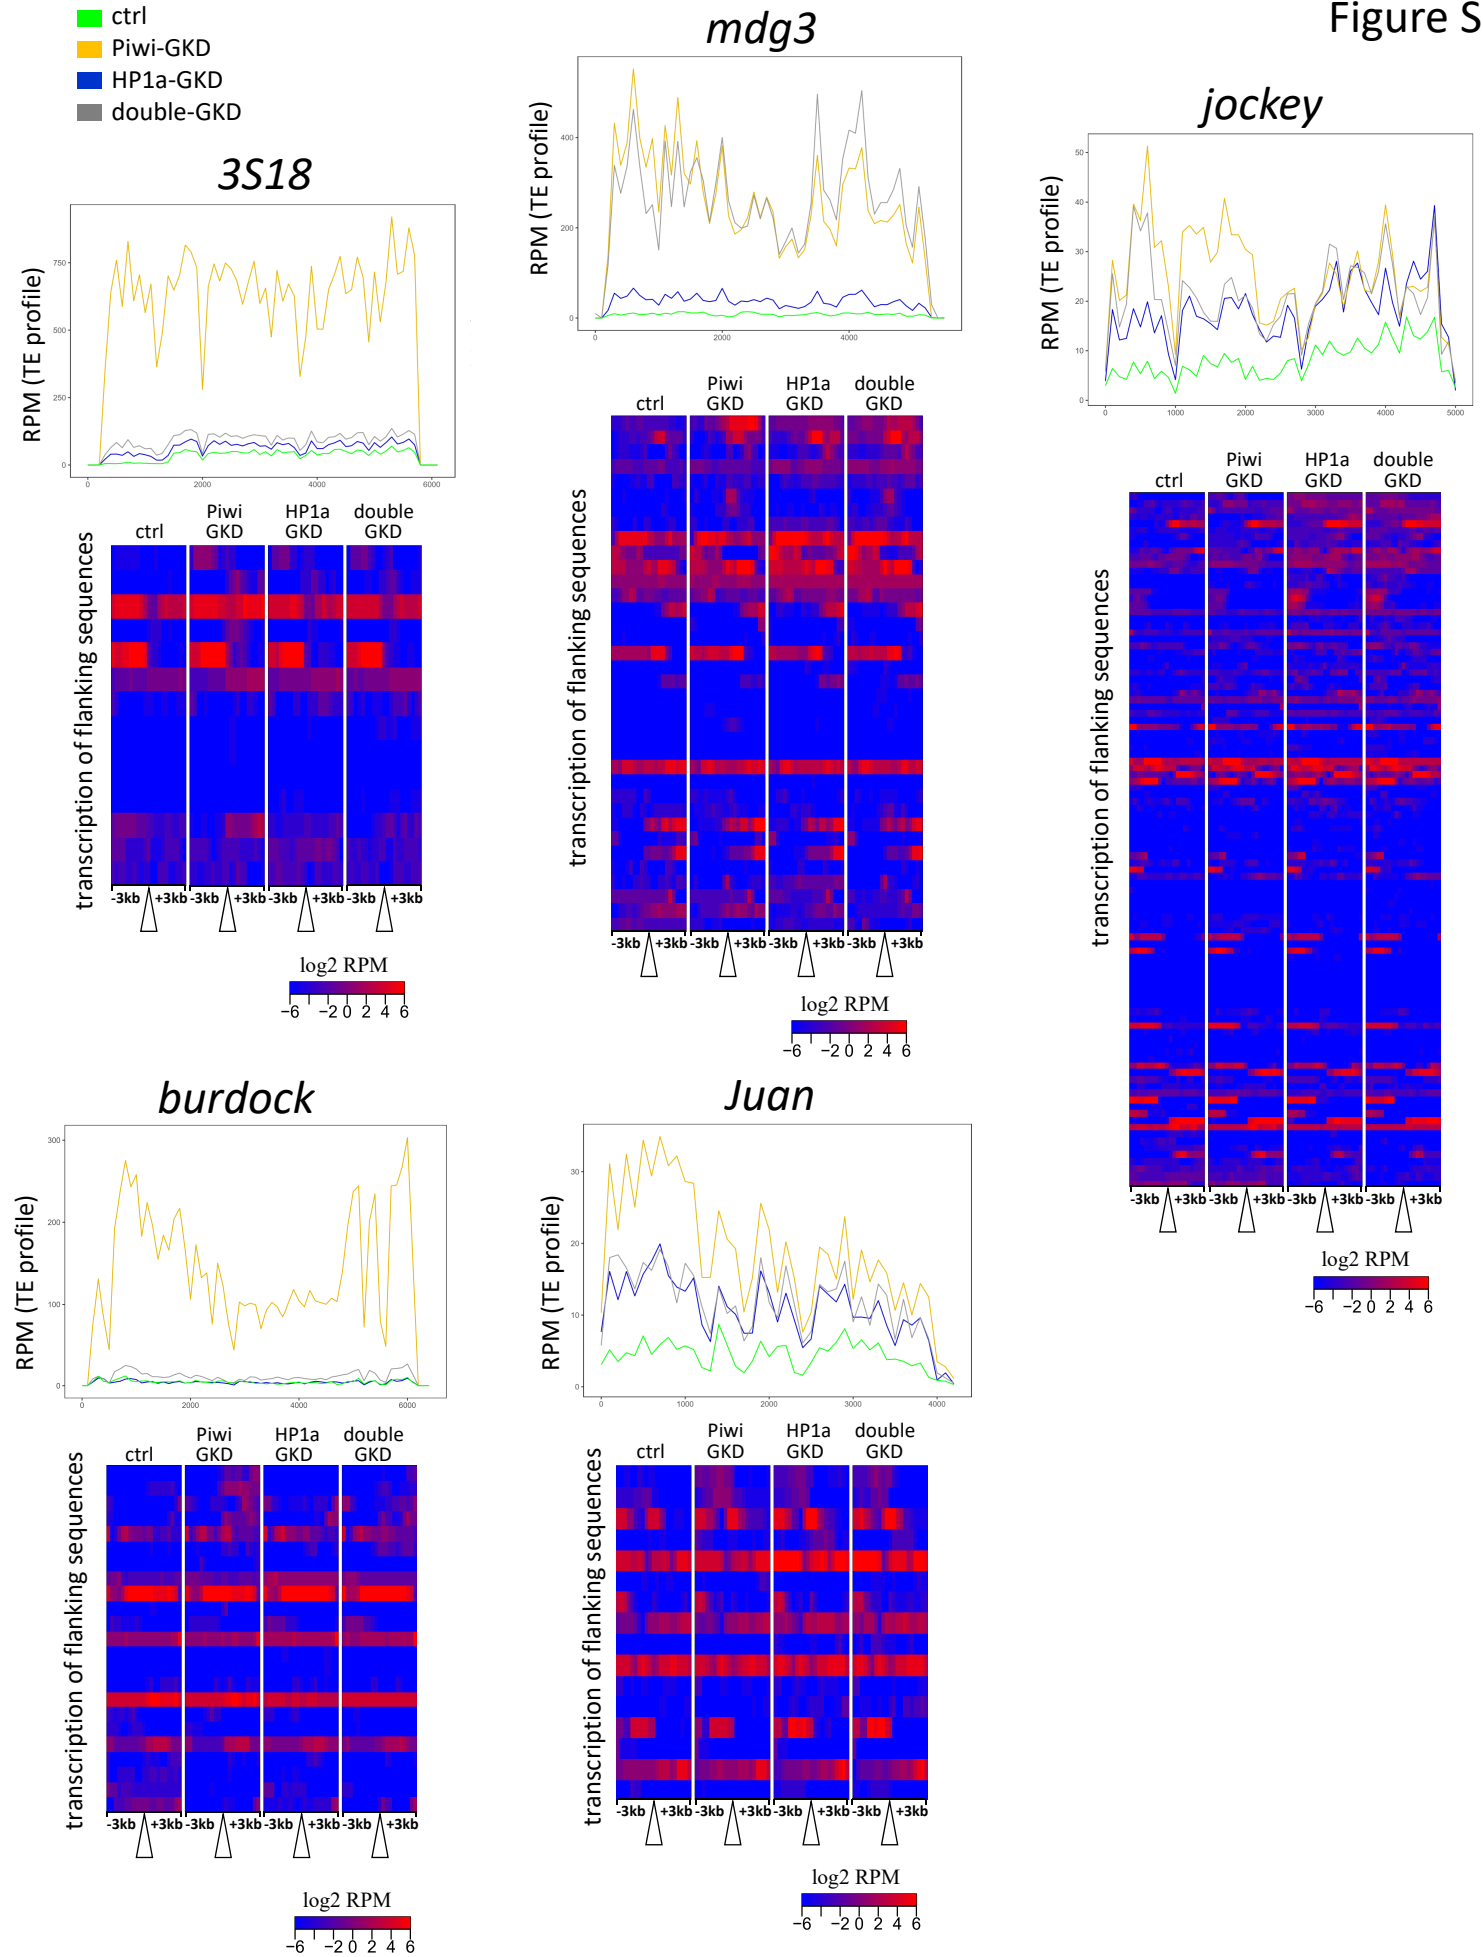

**Figure S2.** Effects of Piwi-, HP1a-, and double-GKD on expression of *3S18*, *mdg3*, *jockey*, *burdock*, and *Juan* TEs and genomic loci flanking their insertions. Upper panels: density profiles of RNA-seq RPM on TEs in 100 bp windows. Green, yellow, blue, and grey lines indicate transcript levels in ctrl, Piwi-GKD, HP1a-GKD, and double-GKD, respectively. Bottom panels: heat maps in 300 bp windows centered at TE insertion sites showing transcript levels (log2 RPM) of +/- 3kb genomic regions flanking insertions.

Figure S3

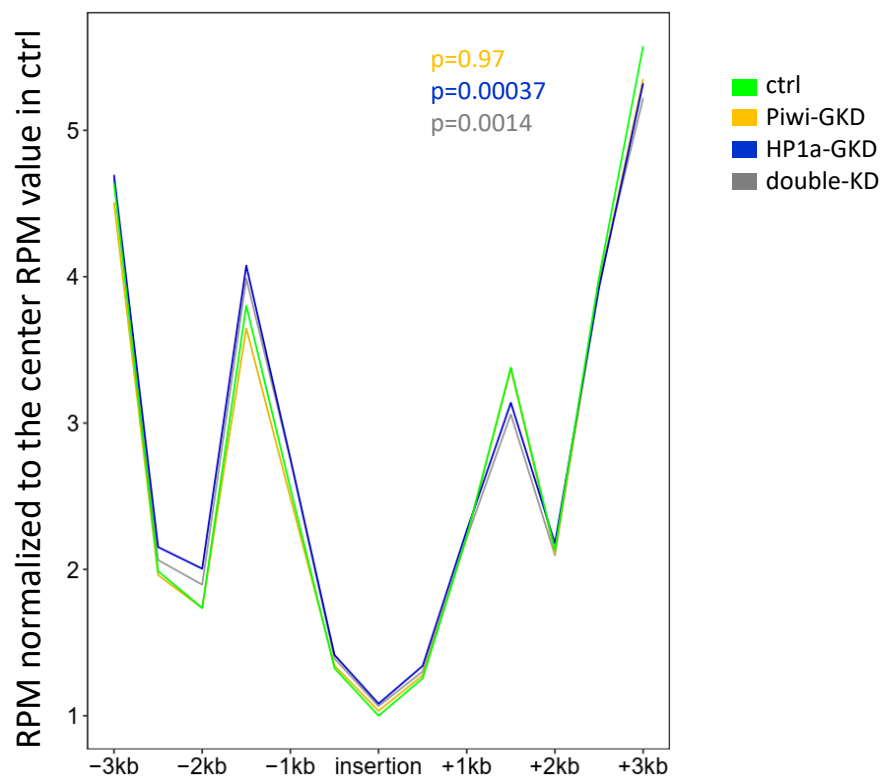

**Figure S3.** Metaplot representing an overall RNA-seq signal distribution (log2 RPM) around insertions (+/- 3kb) of all TE families. Green, yellow, blue, and grey lines indicate the transcription levels in control, Piwi-GKD, HP1a-GKD, and double-GKD, respectively. The values for each insertion are normalized to the RPM value in the central bin in control. Mann-Whitney U test was used for comparison of the average RNA-seq signal in flanking regions upon Piwi-GKD (yellow), HP1a-GKD (blue), and double-GKD (grey) versus control.

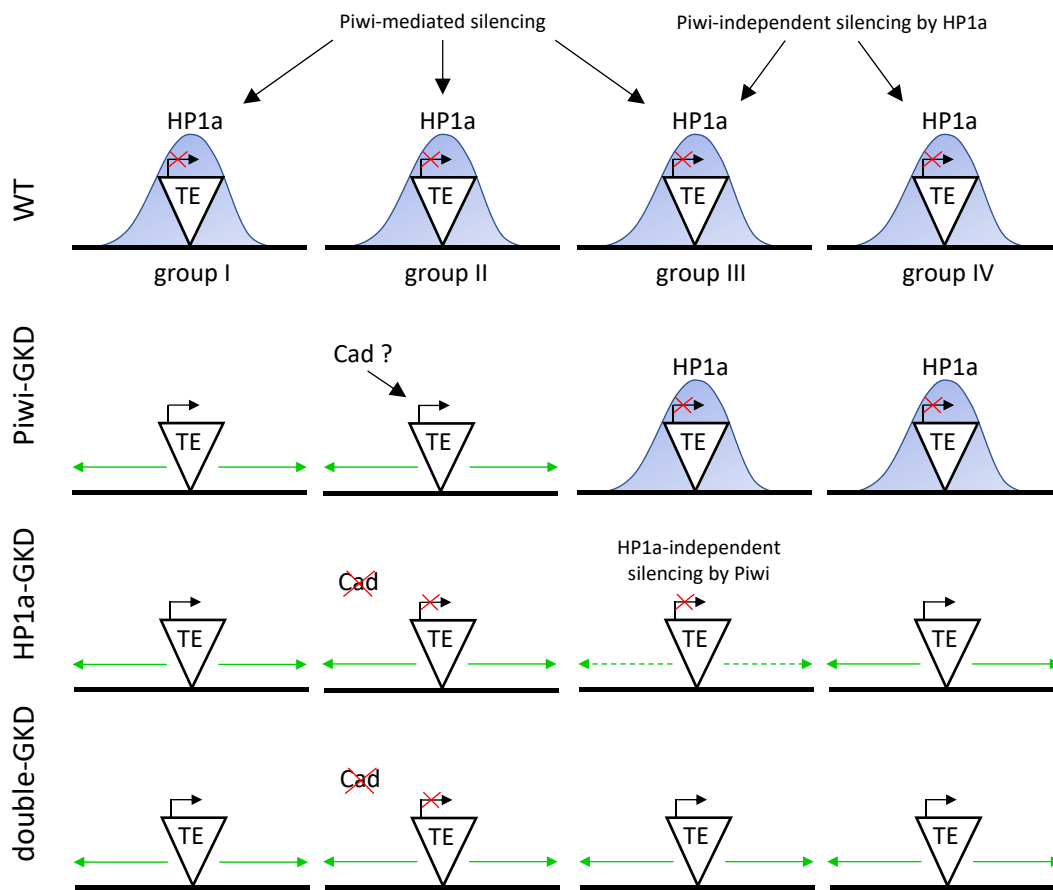

**Figure S4.** A hypothetical model to interpret different responses of TEs to Piwi, HP1a and double Piwi/HP1a germline knockdowns. Elevated transcription of genomic regions flanking TEs is indicated by green arrows. See text for details.

How the deposited data were processed for this re-analysis (not part of the article)

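RNA was sequenced from ovaries of 0- to 1-day-old females from crosses at 18 °C, in 8 libraries of 4 genotypes with 2 biological replicates each: Ctrl, double-GKD, and the groups labelled Piwi-GKD and HP1a-GKD. Genomic DNA of double-GKD females was sequenced in 1 library, without replicates. For RNA, the authors depleted rRNA, sequenced single-end reads, aligned them with STAR to release 5 of the genome and its transcriptome, and quantified genes with Salmon. The deposited estimated counts are Salmon's expected numbers of reads per gene, not normalized and not whole for 49.9 to 54.2% of genes, depending on the library. The deposited TPM values are these counts divided by the effective length of the gene and scaled by the authors to a sum of 1000000 per library, without scaling between libraries. The deposited effective lengths are Salmon's, in bases, for each gene and library. For DNA, the authors aligned paired-end reads to TE consensus sequences and the reference genome and called insertion sites with PoPoolationTE2, and the deposited frequency of a site is the fraction of its read pairs that support the insertion. Versions of these tools, and whether counting used the strand, are not stated in the paper's methods.

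Each of the 8 tables held 13937 genes under FlyBase identifiers. Gene names, present for 13480, came from the identifiers, the paper's supplementary tables and a Release 6 gene table, in which 13483 genes (96.7%) were found. The 113 genes that this table calls non-coding were left out of counts of protein-coding genes. Conditions came from the sample labels, and the pairing for the replicate block from the replicate numbers in these labels. The names of the deposited tables give the single knockdowns the opposite genotype from the labels, and the mRNA of both targets goes against the labels. The conditions of the labels were kept in all results, exchanged labels were run as an alternative, and the text names these groups as libraries labelled Piwi-GKD or HP1a-GKD.

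Estimated counts were rounded and fitted in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with glmQLFit and glmQLFTest over all 8 libraries in 1 model with the 4 groups and no covariates. Normalization was TMM, low counts were removed by filterByExpr with the groups, and p-values were adjusted by the Benjamini-Hochberg method over the 9346 genes left, of which 9317 counted as protein-coding. Contrasts were each knockdown against Ctrl, double-GKD against each single knockdown, and the interaction, double-GKD minus both single knockdowns plus Ctrl on the log2 scale. A gene was called at an adjusted p under 0.05, and over 2-fold when the ratio of mean TPM also exceeded 2 in its direction. TMM factors were 0.941 and 0.909 in Ctrl, 1.10 and 1.09 in the libraries labelled Piwi-GKD, 0.938 and 0.927 in those labelled HP1a-GKD, and 1.07 and 1.06 in double-GKD. Where all libraries of a group had at most 3 counts for a gene, a fold was computed against 3 counts and is given as a lower bound. Genes with the same start and end as another gene in the Release 6 table numbered 263, in 126 groups, and are reported as uncertain, since Salmon can divide the same reads between them.

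The library totals ran from 10773406 to 12802084 estimated counts, at which 3 counts stand at 0.278 and 0.234 CPM. The 10 genes with the most counts held 7.49 to 9.10% of a library. With 2 libraries per group, an SD rests on 1 difference, and a fit with 1 library left out has 1 library in a group, so such fits give values with no test.

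The text names genes by a rule: piwi, Su(var)205, cad, dl, Hsf, tgo, brm, atms, Rtf1, Phf7, the 14 genes of Table 1, the markers of 6 cell types, and per contrast the 3 protein-coding genes at each end of the log2 fold changes among those past the adjusted threshold whose knockdown libraries both lie on the same side of both Ctrl libraries. Genes outside this rule were named after their values were seen, and the text says so.

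Insertion sites were counted by arm, family, support and frequency. Distances from genes to sites were computed for the 2013 genes whose release 5 coordinates could be read from the paper's Tables S2 and S8, on the arms X, 2L, 2R, 3L and 3R, at 3 kb and 10 kb. Shares of increased against unchanged or decreased genes were compared by two-sided Fisher's exact tests, adjusted over the 6 combinations of group and distance. For each TE family that the paper names and that had at least 10 such genes within 10 kb, the median log2 ratio of mean TPM (pseudocount 0.1) was set against 10000 random gene sets matched on mean TPM. These steps used Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

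The fits were tested on simulated data with 200 changed genes at a dispersion of 0.02. These genes summed to at least 200 counts, changed in a single group, and had balanced rises and falls. edgeR called 91.5% of the changed genes with 4.2% false calls, and in the interaction 68% with 2.9% false calls. DESeq2 1.42.0 called 90% with 5.8% false calls, and in the interaction 65.5% with 5.8% false calls. Both made 0 calls in a contrast without changed genes. DESeq2 was run there on genes summing to at least 10 counts, and not with filterByExpr. In the data, 2732 protein-coding genes were up and 2720 down in the libraries labelled Piwi-GKD, and some genes of interest had few counts. The simulated rates therefore need not hold for the data.

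The named-gene rule, the tests and these alternatives were chosen before the data were examined: DESeq2 with its size factors, RLE normalization, the replicate block, only the 4 libraries of the 2 groups compared, no filter, at least 10 counts in every library, an offset from effective lengths, an adjusted p of 0.01, folds from the edgeR fit, a pseudocount of 1, all genes, each replicate left out, exchanged labels, distance from the transcription start site, sites supported from both sides, sites with a frequency of at least 0.5, any fold change, unmatched gene sets, and genes with a TPM above 0 in every group. Chosen after seeing the data were DESeq2 on counts rebuilt from TPM (TPM times the library total, genes summing to at least 10), alone, with exchanged labels, or with exchanged labels, all genes and the direction from mean TPM, the shares near insertions without the Table 1 genes, the replicate block for the cell type markers, the summed counts of genes with the same start and end, and the use of exchanged labels as a test of the interaction.

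TE family expression, read coverage in the regions flanking insertions, RT-qPCR and immunostaining need read-level or other data that were not used here. Heterochromatic genes were not separated, and genes without readable release 5 coordinates were left out of distances to insertions.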

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

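Exchanged labels were an alternative set before the data were examined, while their use as a test of the interaction and the summing of counts of genes with the same span were chosen after the result was seen. In the interaction, which sets the change in double-GKD against the sum of the changes in both single knockdowns on the log2 scale, 5 genes lay above additivity and 20 below at an adjusted p under 0.05 in edgeR, and 759 genes passed an unadjusted p of 0.05. With the replicate block, 7 lay above and 27 below, and all 25 were among them. What singles them out is a tested difference between groups, and the paper reports no such test for genes. The 5 genes with the smallest adjusted p, chosen after their values were seen, had these interaction terms on the log2 scale. CG33932 had 11.43 (standard error 0.34, adjusted p = 0.00025), CG30345 -3.09 (0.16, adjusted p = 0.00084), CG42726 -10.40 (0.46, adjusted p = 0.0010), Dcr-2 -2.24 (0.15, adjusted p = 0.0019) and CG2187 -3.20 (0.22, adjusted p = 0.0019). CG33932 and CG42726 share their start and end with Rpp20 and CG42727, and their terms are uncertain. CG33932 also had 0 counts in the libraries labelled Piwi-GKD, and CG42726 had 0 in Ctrl. The counts therefore do not fix the size of these terms, and their standard errors do not measure how uncertain they are. Of the 25 genes, 17 were higher than Ctrl in both single knockdowns by the sign of the change alone, and all 17 of these lay below additivity. The contrast subtracts both single changes, so choosing genes with both above Ctrl by itself pushes the term below 0. The 17 of 17 is therefore no separate evidence. The paper's Table 1 holds 4 of the 25, CG7296, Cyp12a4, CG42319 and CG9766.

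Technical explanations were weighed for the number of genes. Low counts were one, with more than 25% of the genes predicted to have a group of at most 3 counts, and 16% had one. CG7296, with a mean of 3.01 counts in Ctrl, lies just above this and is not among them. With every library thinned to the smallest total, 22 genes passed, so library size explains little of the number. Summing the counts of genes with the same start and end gave 21 genes, 3 above and 18 below additivity, and 20 of them were among the 25. The 4 genes of the 25 that share their start and end, CG33932, CG42726, sloth1 and Rpp20, did not pass with summed counts, so reads divided between such genes may account for their terms. Exchanging the labels of the single knockdowns left 25 genes, which the contrast fixes in advance, since it adds both single knockdowns with the same sign, and it shows no stability. It follows that this contrast cannot tell the pattern apart from that in libraries with exchanged labels, nor show the group to which each single change belongs. The mRNA of both targets and the values of Table 1 argue against the labels. The libraries labelled Piwi-GKD differed from the Piwi-GKD column of Table 1 by a median of 1.86 on the log2 scale, and from its HP1a-GKD column by 0.000482. DESeq2 gave 30 genes above and 54 below.

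By the paper's crosses, all genotypes carry a UAS-Dcr-2 transgene. Its mean TPM was 115 in Ctrl, 208 in the libraries labelled Piwi-GKD, 565 in those labelled HP1a-GKD and 197 in double-GKD. Why it is highest in 1 single knockdown was not tested. Of the 17 genes, 11 were lower in double-GKD than in the single knockdown with the higher change (adjusted p under 0.05), CG7296 at 5.63 against 45.2 TPM and CG9766 at 2.74 against 11.3 TPM in the libraries labelled HP1a-GKD. No biological explanation was tested.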

How the results depend on the processing

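The alternatives with counts rebuilt from TPM, the alternative without the Table 1 genes and the replicate block for the cell type markers were chosen after the results were seen, and all others before the data were examined. Over the alternatives that kept the labels and both replicates, genes up in the libraries labelled Piwi-GKD ranged from 1990 to 2935 and genes down from 1988 to 2964, and in double-GKD the ranges were 1898 to 2863 and 1869 to 2890. The log2 fold change of cad lay between -3.95 and -3.86 in double-GKD over these alternatives, and that of piwi in the libraries labelled HP1a-GKD between -1.23 and -1.22, while with 1 library left out they ranged from -4.11 to -3.70 and from -1.24 to -1.21. RLE normalization, all genes in place of protein-coding genes, and a pseudocount of 1 in the 2-fold counts left each result that they apply to on its side of its threshold, with counts within 1.5 times. Genes significant at any fold change kept the odds ratios of increased against unchanged genes near insertions on their side of 0.05, but raised the decreased genes compared from 116 to 629 in the libraries labelled Piwi-GKD and from 118 to 561 in double-GKD. Of the values from alternatives set before the data were examined, 1255 kept their direction and side, or moved by less than the spread, 144 moved, 23 fell short of a threshold, 24 passed one and 47 reversed. Among these, single named genes and other values that answer no comparison by themselves account for 58 that moved, 17 that fell short of a threshold and 12 that passed one, and they are not listed. For no change below was the cause tested.

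Exchanging the labels of the single knockdowns changed the most results, and it could change only those that involve a single knockdown. Piwi-GKD then had 82 genes up and 46 down, 57 and 30 over 2-fold, and HP1a-GKD 2732 up and 2720 down, 2207 and 522 over 2-fold. Without a test, 256 genes rose and 162 fell over 2-fold in Piwi-GKD, and 2537 and 548 in HP1a-GKD. Double-GKD was higher than HP1a-GKD in 39 genes and lower in 58. Chromosome 4 had 40 genes up, 9 down and 30 over 2-fold up in HP1a-GKD, and 0, 0 and 0 in Piwi-GKD, where 6 passed an unadjusted p of 0.05. Folds of decrease in Piwi-GKD became 2.26 for piwi, 0.937 for Su(var)205 and 1.13 for cad, and in HP1a-GKD 1.22, 1.84 and 20.6. The median TPM of the Table 1 genes became 9.34 in Piwi-GKD and 5.19 in HP1a-GKD, and that of all tested genes 18.7 and 23.9. The odds ratio of increased against unchanged genes within 10 kb of an insertion became 8.03 in Piwi-GKD and 1.12 in HP1a-GKD. The testis marker became -0.22 in Piwi-GKD and 1.12 in HP1a-GKD. These log2 fold changes reversed in Piwi-GKD: Phf7 0.018, Rtf1 0.044, atms 0.036, tgo -0.0068, CG33932 0.29 and cup 0.020. In HP1a-GKD they were Phf7 -0.38, Rtf1 -0.21, atms -0.17, tgo 0.29, Ada1-1 0.40 and CG31086 0.76.

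DESeq2 on counts rebuilt from TPM, with exchanged labels, gave Piwi-GKD 99 genes up and 64 down, 70 and 37 over 2-fold, and HP1a-GKD 2046 and 2296, 1795 and 495 over 2-fold. Double-GKD was higher than HP1a-GKD in 94 genes and lower in 96. Chromosome 4 had 34 genes up, 6 down and 26 over 2-fold up in HP1a-GKD, and 0, 0 and 0 in Piwi-GKD. Above additivity were 21 genes and below it 41. The log2 fold changes that reversed in Piwi-GKD were Phf7 0.082, Rtf1 0.039, atms 0.030, tgo -0.017, Su(var)205 0.034, CG33932 0.28 and cup 0.017. Those in HP1a-GKD were Phf7 -0.47, Rtf1 -0.20, atms -0.16, tgo 0.29 and Ada1-1 0.41. With all genes and the direction from mean TPM as well, Piwi-GKD had 102 genes up and 66 down, 73 and 38 over 2-fold, and HP1a-GKD 2183 and 2174, 1806 and 495 over 2-fold. There, double-GKD was higher than HP1a-GKD in 94 genes and lower in 98, and chromosome 4 had 35 genes up, 5 down and 26 over 2-fold up in HP1a-GKD, against 0, 0 and 0 in Piwi-GKD. Rebuilt counts with the labels kept gave 21 genes above and 41 below additivity, against 5 and 20 with estimated counts in edgeR, and a log2 fold change of 0.034 for Su(var)205 in the libraries labelled HP1a-GKD.

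With the labels kept, DESeq2 on estimated counts gave 135 genes up and 97 down in the libraries labelled HP1a-GKD, against 82 and 46 in edgeR, with 2 genes of chromosome 4 down and 1 over 2-fold down, and 30 genes above and 54 below additivity. Under the replicate block, 73 genes were down in the libraries labelled HP1a-GKD against 46 without it, 1 gene of chromosome 4 was down and 1 over 2-fold down, and the log2 fold changes of Su(var)205 in these libraries (0.0030) and brm in those labelled Piwi-GKD (-0.0040) changed sign near 0. An adjusted p under 0.01 left 31 genes up and 9 down in the libraries labelled HP1a-GKD, 27 and 8 over 2-fold, 4 chromosome 4 genes down in the libraries labelled Piwi-GKD and 6 in double-GKD, and 2 genes above and 11 below additivity. At least 10 counts in every library left 33 genes over 2-fold up in the libraries labelled HP1a-GKD, 5 chromosome 4 genes down in those labelled Piwi-GKD and 8 genes above additivity, and changed the sign of Su(var)205 (0.0064) and tgo (0.00087) in the former and of dl (0.056) in the latter. Without a count filter, 3 genes lay above additivity and brm changed sign in the libraries labelled Piwi-GKD (-0.022). With only the 4 libraries of the groups compared, 5 chromosome 4 genes were down in the libraries labelled Piwi-GKD. The offset for effective lengths changed the sign of Su(var)205 in the libraries labelled HP1a-GKD (0.038). Folds from the edgeR fit gave 898 genes over 2-fold down in the libraries labelled Piwi-GKD and 880 in double-GKD, against 522 and 542 by mean TPM, and 1 gene of chromosome 4 over 2-fold down in each.

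Ratios of decrease from the edgeR fit were 1.60 for piwi and 2.41 for Su(var)205 in the libraries labelled Piwi-GKD, 2.34 and 1.00 in those labelled HP1a-GKD, and 2.43 and 2.49 in double-GKD, where cad had 15.1. Over genes with a TPM above 0 in every group, the median TPM was 13.0 in Ctrl, 18.1 in the libraries labelled Piwi-GKD, 13.7 in those labelled HP1a-GKD and 17.1 in double-GKD.

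Sites supported from both sides numbered 1045, with 715 on the 5 arms, 17 of 297, 25 of 412, 3 of aurora, 11 of copia, 7 of burdock, 3 of juan, 38 of jockey, 15 of transpac, 4 of 3S18 and 3 of HMS-Beagle. With these sites, the odds ratio of increased against unchanged genes was 1.20 at 3 kb and 0.849 at 10 kb in the libraries labelled Piwi-GKD, and 1.32 and 0.907 in double-GKD. From the transcription start site these were 0.902 and 0.952, and 1.06 and 0.866. In these 2 groups, both settings put the odds ratio at 10 kb below 1, and neither 3 kb result passed 0.05. In the libraries labelled HP1a-GKD, the odds ratios stayed past 0.05, with 12.1 at 3 kb and 5.66 at 10 kb for sites supported from both sides, 22.4 and 7.23 from the transcription start site, and 14.1 and 8.83 at a frequency of at least 0.5. Increased against decreased genes at 3 kb also stayed past 0.05, with odds ratios of 4.09 and 8.59 under both settings in the libraries labelled Piwi-GKD, and 9.78 and 4.67 in double-GKD. At 10 kb this comparison fell short of 0.05 in the libraries labelled Piwi-GKD with sites supported from both sides (1.76), from the transcription start site (1.59) and at a frequency of at least 0.5 (1.70), and in double-GKD from the transcription start site (1.40). At a frequency of at least 0.5, 3S18 had 9 sites, and the 3 kb odds ratios were 1.44 in the libraries labelled Piwi-GKD (two-sided Fisher's exact test p = 0.0552) and 1.40 in double-GKD (p = 0.073, the same exact test). Without the Table 1 genes, they were 1.39 and 1.38, and in the libraries labelled HP1a-GKD 4.00 at 3 kb and 1.87 at 10 kb (two-sided Fisher's exact test p = 0.413).

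Against unmatched random sets, 8 medians of genes near a TE family passed a permutation p of 0.05 that they did not pass against matched sets, with the medians themselves fixed by the choice. These were, in the libraries labelled Piwi-GKD, juan at a log2 ratio of 1.12 (permutation test p = 0.0111), burdock at 0.90 (p = 0.047, permutation) and jockey at 0.76 (p = 0.0054, permutation). In those labelled HP1a-GKD they were 412 at 0.16 and jockey at 0.13 (permutation test p = 0.0428 and 0.0185), and in double-GKD burdock at 0.82, jockey at 0.66 and juan at 0.77 (permutation test p = 0.0484, 0.006 and 0.049). A pseudocount of 1 brought 412 in the libraries labelled HP1a-GKD (0.15), jockey in double-GKD (0.54) and juan in the libraries labelled Piwi-GKD (0.91) past the same threshold. By distance from the transcription start site, jockey had medians of 0.43 in the libraries labelled Piwi-GKD and 0.62 in double-GKD and did not pass (permutation test p = 0.54 and 0.158). None of these is adjusted over the 15 comparisons.

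Leaving out 1 library at a time left 1 library in a group, so these 4 fits per comparison (2 libraries for the median of Table 1 genes) give ranges and no test. Folds of decrease ranged from 2.10 to 2.42 for piwi in the libraries labelled HP1a-GKD, from 1.81 to 2.08 for piwi and from 9.72 to 14.6 for cad in double-GKD, and from 0.904 to 1.36 for cad in the libraries labelled HP1a-GKD. Genes over 2-fold up by mean TPM with no test ranged from 259 to 410 in the libraries labelled HP1a-GKD, and the median TPM of Table 1 genes from 6.50 to 9.86 in double-GKD. Log2 fold changes that changed sign in at least 1 of these fits ranged, in the libraries labelled HP1a-GKD, from -0.099 to 0.13 for Phf7, -0.020 to 0.11 for Rtf1, -0.087 to 0.088 for Su(var)205, -0.092 to 0.18 for atms, -0.088 to 0.36 for brm, -0.40 to 0.0054 for cad, -0.21 to 0.014 for dl and -0.088 to 0.070 for tgo. Those in the libraries labelled Piwi-GKD ranged from -0.32 to 0.26 for brm and -0.20 to 0.14 for dl, and in double-GKD from -0.17 to 0.049 for dl and -0.19 to 0.64 for the testis marker.

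The interaction was not run with only the 4 libraries of 2 groups, since it needs all 4 groups. With only these libraries, the filter also leaves no value for CG34430 and CG7296 in the libraries labelled Piwi-GKD and for CG9616 in those labelled HP1a-GKD. At least 10 counts in every library leaves no value for CG13168 and 8 others of the tested Table 1 genes, and none for the genes named at the ends of the contrasts that have at most 3 counts in a group. Depth limits the Table 1 genes most, since CG43391 had too few counts to be tested, CG34430 and CG9616 had 0 counts in each Ctrl library, and CG7296 had 3 after rounding.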

Differences from the paper's values

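The groups below carry the conditions of the labels, which the mRNA of piwi and Su(var)205 goes against. The libraries labelled Piwi-GKD had 2732 protein-coding genes up and 2720 down against the paper's 103 and 67, and 2207 and 522 over 2-fold against the paper's 74 and 39 (Table S5). Those labelled HP1a-GKD had 82 up and 46 down against the paper's 2184 and 2174, and 57 and 30 over 2-fold against the paper's 1760 and 488. Among the alternatives set before the data were examined, exchanging the labels of the single knockdowns brought all 8 counts within 1.5 times of the paper's (82, 46, 57 and 30 for Piwi-GKD, and 2732, 2720, 2207 and 522 for HP1a-GKD), and none of the others closed any of these gaps. DESeq2 on counts rebuilt from TPM with exchanged labels, chosen after seeing the values, gave 99 and 64, 70 and 37 over 2-fold, 2046 and 2296, and 1795 and 495 over 2-fold. The same with all genes and the direction from mean TPM, also chosen after seeing the values, gave 102 and 66, 73 and 38, 2183 and 2174, and 1806 and 495.

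On chromosome 4, the libraries labelled HP1a-GKD had 0 genes up, 0 down and 0 over 2-fold up (6 at an unadjusted p under 0.05), against the paper's 35 and 5 (Table S5) and 26. The libraries labelled Piwi-GKD had 40 up, 9 down and 30 over 2-fold up, against the paper's 0, 0 and 0 (Table S5). Exchanged labels gave 40 up and 30 over 2-fold up for HP1a-GKD and 0, 0 and 0 for Piwi-GKD, which closes these gaps, and no other alternative set before the data were examined did. For genes down in HP1a-GKD, exchanged labels gave 9 against the paper's 5, and none of the alternatives set before the data were examined closed the gap. The 2 settings with rebuilt counts and exchanged labels, chosen after seeing the values, gave 34 and 35 up, 6 and 5 down, and 26 and 26 over 2-fold up in HP1a-GKD, and 0 in Piwi-GKD.

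The fold decrease of piwi in the libraries labelled Piwi-GKD was 1.22 against the paper's 2.26, and was within 1.5 times of it as a ratio from the edgeR fit (1.60) and with exchanged labels (2.26), but not with a replicate left out. Su(var)205 in the libraries labelled HP1a-GKD gave 0.937 against the paper's 1.84, and cad there 1.13 against the paper's 20. Exchanged labels gave 1.84 and 20.6, and neither the edgeR ratio nor leaving out a replicate closed these gaps. The median TPM of the 14 Table 1 genes was 5.19 in the libraries labelled Piwi-GKD against the paper's 9.3, which exchanged labels (9.34) and leaving out Piwi-GKD replicate 1 (7.86) closed and leaving out replicate 2 did not. In those labelled HP1a-GKD it was 9.34 against the paper's 5.2, closed by exchanged labels (5.19) and not by leaving out a replicate. The median TPM of all genes in the libraries labelled Piwi-GKD was 23.9 against the paper's 13.2, closed by genes with a TPM above 0 in every group (18.1) and by exchanged labels (18.7), and not by leaving out a replicate.

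For single genes of Table 1, mean TPM in the libraries labelled Piwi-GKD and then in those labelled HP1a-GKD was as follows, each against the paper's values for these groups. CG43391 had 5.13 and 44.4 against the paper's 44.43 and 5.13, CG17549 41.0 and 22.9 against the paper's 22.86 and 40.98, and CG3348 31.9 and 5.18 against the paper's 5.18 and 31.93. CG34002 had 2.86 and 9.29 against the paper's 9.29 and 2.86, CG34430 0.331 and 3.06 against the paper's 3.06 and 0.33, and CG42319 2.47 and 4.80 against the paper's 4.80 and 2.47. CG13168 had 1.59 and 3.20 against the paper's 3.20 and 1.59, CG7296 2.09 and 45.2 against the paper's 45.17 and 2.09, and CG9616 5.25 and 1.01 against the paper's 1.01 and 5.25. CG9766 had 2.01 and 11.3 against the paper's 11.29 and 2.01, and TfIIA-S-2 29.0 and 6.97 against the paper's 6.97 and 29.04. With exchanged labels each of these values equals the paper's to its rounding, and leaving out a replicate closed none of the gaps.

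Shares of genes within reach of an insertion are given here for genes with readable coordinates, against the paper's in Table S5. Within 3 kb, decreased genes in the libraries labelled Piwi-GKD had 5.17% against the paper's 10.5%, closed at any fold change (8.74%) and by no other alternative set before the data were examined. Unchanged genes had 14.2% in the libraries labelled Piwi-GKD, 13.1% in those labelled HP1a-GKD and 14.0% in double-GKD, against the paper's 5.58%, 6.0% and 5.9%. Distance from the transcription start site (7.65%, 5.27% and 7.06%) and sites supported from both sides (5.66%, 4.99% and 5.96%) closed these gaps, and the remaining alternatives did not. Increased genes in double-GKD had 20.8% against the paper's 7.64%, closed by the same 2 settings (7.46% and 7.71%) and no other. Increased genes in the libraries labelled HP1a-GKD had 72.2% against the paper's 7.95%, and none of the alternatives closed the gap. This 72.2% is 13 of 18 genes, and without the Table 1 genes, picked for their insertions, it was 3 of 8 (37.5%). Decreased genes in these libraries had 0%, of only 5 genes, against the paper's 4.51%. Increased genes within 10 kb had 72.2% against the paper's 20.8%. Of the alternatives, only exchanged labels closed the gaps for decreased genes (5.17%) and at 10 kb (29.0%).

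The paper states that the other known regulators of TEs kept their expression beside cad, and that Piwi-GKD left cad and these factors as they were. Here cad had a log2 fold change of -4.77 and Hsf of -0.37 in the libraries labelled Piwi-GKD, both past the adjusted threshold, and in double-GKD Hsf had -0.57 and tgo 0.56. With at least 10 counts in every library, Hsf and tgo passed in the libraries labelled Piwi-GKD, and with the replicate block Hsf, tgo and atms in double-GKD. With exchanged labels, 0 of the 6 other factors passed in Piwi-GKD and 1, Hsf, in HP1a-GKD. With only the 4 libraries of the groups compared, 0 passed in the libraries labelled Piwi-GKD, and in double-GKD 1 passed with rebuilt counts, a setting chosen after seeing the values. The paper places the larger response of genes, chromosome 4 included, in HP1a-GKD, and 49 chromosome 4 genes passed in the libraries labelled Piwi-GKD. Across the knockdowns, it finds the association of upregulated genes with nearby insertions most pronounced for Piwi-GKD. The share within 3 kb was 20.3% in the libraries labelled Piwi-GKD and 72.2% (13 of 18 genes) in those labelled HP1a-GKD. The 18 include Table 1 genes, which the paper picked for rising near insertions. Without the Table 1 genes it was 3 of 8 (37.5%, two-sided Fisher's exact test against unchanged genes p = 0.076).

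The paper calls the effect of Piwi-GKD on genes near burdock, juan and 412 other than random, and names burdock, juan, jockey and transpac as families whose neighbours respond to both single knockdowns. Against matched random sets, 0 of 15 comparisons passed a permutation p of 0.05, with the smallest at p = 0.0514 (permutation). The sets hold only genes with readable coordinates, which are not the full sets of the paper. Some Table 1 genes, which the paper chose for rising near insertions, lie near these families: CG7296 and Cyp12a4 near 412, and CG9766 at burdock. Neither this result nor the passes below therefore decide the paper's calls. Unmatched sets, set before the data were examined, brought burdock (permutation test p = 0.047), juan (p = 0.0111, permutation) and jockey (p = 0.0054, permutation) past 0.05 in the libraries labelled Piwi-GKD, and 412 (permutation test p = 0.0428) and jockey (p = 0.0185, permutation) in those labelled HP1a-GKD. With a pseudocount of 1, juan in the libraries labelled Piwi-GKD (permutation test p = 0.0256) and 412 in those labelled HP1a-GKD (p = 0.0343, permutation) passed as well. With exchanged labels, the call for 412 under either setting falls to Piwi-GKD, as the paper has it, and those for burdock and juan to HP1a-GKD. No setting brought transpac past 0.05, and 3S18, HMS-Beagle and copia, which the paper also names, had under 10 genes with coordinates and were not tested.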

Other observations

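The tests on Table 1 values, counts rebuilt from TPM, interaction with exchanged labels, TPM scaling, the share of counts in 10 genes, and genes with the same span were chosen after the results were seen, and the tests on chromosome 4, gene length, balancers, library size and cell types before.

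The mRNA of piwi, Su(var)205 and cad moves in the libraries labelled for the other single knockdown, and an exchange of labels between the single knockdowns was tested in 2 ways. The libraries labelled Piwi-GKD differ from the Piwi-GKD column of Table 1 by a median of 1.86 on the log2 scale over 14 genes, and from its HP1a-GKD column by 0.000482. Those labelled HP1a-GKD differ from the Piwi-GKD column by 0.000327. On chromosome 4, the response that the paper gives for HP1a-GKD appears in the libraries labelled Piwi-GKD, with 40 genes up. Both results are consistent with exchanged labels for the single knockdowns. The names of the tables, the columns of Table 1 and the mRNA of the targets give the single knockdowns the same way round, and the labels alone give them the other way. Neither test can show at which step this arose.

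The balancers of the cross give a further view. By the paper's genotypes, Piwi-GKD lacks the balancer of chromosome 2 that Ctrl carries, HP1a-GKD lacks that of chromosome 3, and double-GKD lacks both. Of 121 genes changed in the libraries labelled HP1a-GKD and placed on a chromosome, 77 (63.6%) lay on chromosome 2, against 38.9% of tested genes (odds ratio 2.79, two-sided Fisher's exact test p = 4.6e-08, adjusted over 4 comparisons 1.8e-07). On chromosome 3 there were 33 (odds ratio 0.491, two-sided Fisher's exact test p = 0.00040, adjusted 0.00040), fewer and not more than among other genes. An excess on chromosome 2 by itself lowers the share of chromosome 3. The values for chromosome 3, here and below, are therefore no separate evidence against its balancer. Between double-GKD and the libraries labelled Piwi-GKD, 61 of 95 genes (64.2%) lay on chromosome 2 (odds ratio 2.85, two-sided Fisher's exact test p = 6.7e-07, adjusted 8.9e-07) and 17 on chromosome 3 (odds ratio 0.285, two-sided Fisher's exact test p = 2.0e-07, adjusted 4.0e-07). Under the labels, these comparisons differ in the balancer of chromosome 3, and with exchanged labels in that of chromosome 2. The 2 comparisons shared 36 genes, of which 35 changed in the same direction and 32 lay on chromosome 2. Part of the changes in the libraries labelled HP1a-GKD may therefore come from variants on the balancer of chromosome 2 and not from the knockdown, which is a hypothesis, since a chromosome with an RNAi construct takes the place of the balancer and 46 of the 77 genes rose and 31 fell. Of the Table 1 genes, 6 lie on chromosome 2.

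More genes change in the libraries labelled Piwi-GKD than in those labelled HP1a-GKD, and library size does not account for this, since thinning every library to the smallest total left 5375 and 114. The cell types in the ovaries may account for part of it. The 6 muscle markers had a median log2 fold change of 1.60 in the libraries labelled Piwi-GKD and 0.15 in those labelled HP1a-GKD, with 6 past the adjusted threshold in the former and in double-GKD and 0 in the latter. The 5 germline markers had medians of -1.51, -0.28 and -1.80 in the 3 groups, with 4, 0 and 4 past the threshold. Of the late follicle markers, the count filter removed all vitelline and chorion genes, so only Yp1, Yp2 and Yp3 were tested. Yp1, Yp2 and Yp3 had medians of -0.20, 0.08 and 0.73, with 0 of 3 past the threshold in each group. With the replicate block, chosen for the markers after seeing the data, 2 of these 3 were up in double-GKD (median 0.78, lowest adjusted p = 0.0023) and 0 passed in the libraries labelled Piwi-GKD or HP1a-GKD (lowest adjusted p = 0.11 and 0.46). Yp1, Yp2 and Yp3 had more TPM in replicate 1 than in replicate 2 of every group. Early follicle markers had medians of 1.36, 0.30 and 1.57, fat body markers 2.87, 0.42 and 2.39, and the 1 testis marker tested 1.12, -0.22 and 0.30, in the same order of groups. The paper describes more severe defects of oogenesis upon HP1a loss than upon Piwi loss, so a smaller share of germline RNA is a candidate explanation that could not be separated from a response of the germ cells. Against it, the paper states that ovaries were dissected at 0 to 1 days because they were phenotypically most similar then. The 5 germline markers also moved apart in the libraries labelled Piwi-GKD: osk -3.12 (standard error 0.12), bam -2.85 (0.18), aub -1.51 (0.10), nos -0.95 (0.19) and grk 0.05 (0.11). The early follicle markers Fas3, cas, zfh1 and tj had 2.02, 1.62, 1.11 and 0.09 there. A common fall of germline RNA would move the germline markers alike, so these values argue against it as the sole explanation for them. Whether leaving out genes expressed with the markers lowers the number was not tested. Library size aside, no test here tells these changes of composition from regulation within cells.

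The counts of changed genes depend on how counts are made. DESeq2 on counts rebuilt from TPM, with exchanged labels, gave 2046 genes up in HP1a-GKD, over 2% from the paper's 2184, and with all genes and the direction from mean TPM it gave 2183. In all, 3 settings with rebuilt counts were tried while looking for one that gives the paper's counts, and a match found in this way is weak evidence by itself. Across the genes readable in the paper's Table S2, which are not independent replicates, log2 fold changes from rebuilt counts correlated with the Piwi-GKD sheet by Pearson's r of 0.314 as labelled and of 1 with labels exchanged, where the 21 genes called in the sheet were the 21 called here. For double-GKD, r was 1 and all 899 calls were shared. These values are consistent with a fit by the authors to counts rebuilt from TPM. Such counts weigh genes by length. In a comparison of DESeq2 on rebuilt counts with edgeR on estimated counts for the libraries labelled Piwi-GKD, where the tool differs as well, the 124 genes called only with rebuilt counts had a median length of 576 bases and the 1234 called only with estimated counts one of 2627, a ratio of 0.219, so gene length bias may explain part of the difference between the kinds of counts.

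Changes over 2-fold favour increases when taken from mean TPM. The log2 ratio of mean TPM exceeded edgeR's log2 fold change by a median of 0.40 in the libraries labelled Piwi-GKD. TMM centres edgeR's changes, with a median of 0.00085 there, so this difference restates the median log2 ratio of mean TPM (0.39), and this part of the pattern cannot be told apart from TPM not being scaled between libraries. Increases made up 80.9% of the changes over 2-fold by mean TPM and still 65.9% by edgeR's log2 fold change there, so the scaling of TPM does not account for all of the excess. A few genes taking most of the counts would give such a shift, but the 10 genes with the most counts held at most 9.10% of a library.

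Some genes fall to 0 counts in 1 group and hold many in another. Of the 20 genes named at the ends of the contrasts, 12 share their start and end with another gene. The summed counts of CG42726 and CG42727 changed by a log2 of -0.077 in the libraries labelled HP1a-GKD, though alone CG42726 was at least 64.2-fold higher and CG42727 at least 66.5-fold lower there. Both values are consistent with reads moved between genes of the same span, and such changes need not be changes of expression. In the libraries labelled Piwi-GKD, however, summed counts did fall in edgeR. The log2 change was -0.50 for CG42726 and CG42727 (adjusted p = 0.018), -0.83 for CG33932 and Rpp20 (adjusted p = 0.0024) and -0.72 for sloth1 and sloth2 (adjusted p = 0.0019). With summed counts, 2782 genes were up and 2777 down in the libraries labelled Piwi-GKD, 91 and 59 in those labelled HP1a-GKD, and 2654 and 2681 in double-GKD.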
